# A CRISPR/Cas9 screen in embryonic stem cells reveals that *Mdm2* regulates totipotency exit

**DOI:** 10.1038/s42003-024-06507-9

**Published:** 2024-07-03

**Authors:** Chen Gao, Xin Gao, Fei Gao, Xuguang Du, Sen Wu

**Keywords:** Totipotent stem cells, Embryonic stem cells

## Abstract

During early embryonic development, the transition from totipotency to pluripotency is a fundamental and critical process for proper development. However, the regulatory mechanisms governing this transition remain elusive. Here, we conducted a comprehensive genome-wide CRISPR/Cas9 screen to investigate the 2-cell-like cells (2CLCs) phenotype in mouse embryonic stem cells (mESCs). This effort led to the identification of ten regulators that play a pivotal role in determining cell fate during this transition. Notably, our study revealed *Mdm2* as a significant negative regulator of 2CLCs, as perturbation of *Mdm2* resulted in a higher proportion of 2CLCs. *Mdm2* appears to influence cell fate through its impact on cell cycle progression and H3K27me3 epigenetic modifications. In summary, the results of our CRISPR/Cas9 screen have uncovered several genes with distinct functions in regulating totipotency and pluripotency at various levels, offering a valuable resource for potential targets in future molecular studies.

## Abstract (web summary)

A CRISPR/Cas9 screen identities regulators about the transition of pluripotency to totipotency and revealed Mdm2 as a significant negative regulator of totipotency.

## Introduction

After fertilization, the zygote is formed through the successful fusion of an egg cell with a sperm cell. The zygote undergoes a crucial transition, initiating a novel transcriptional program to accommodate the intricate demands of subsequent embryo development. In mouse, the significant event, known as zygotic genome activation (ZGA), prominently unfolds in two-cell (2C) embryos and activates 2C-specific genes such as *Dux* and *Zscan4*^1–4^. After ZGA, the totipotent embryos later differentiate into either extra-embryonic lineages or embryonic tissues, which marks a critical point in the divergence of cell fates^5^. Accurate cellular fate determination depends on the precise coordination of gene activation for subsequent developmental phases and simultaneous suppression of genes linked to earlier stages. Indeed, the specific regulators associated with these processes have remained elusive. Consequently, deciphering the intricate regulatory network governing totipotency and pluripotency in early mammalian development represents a pivotal and compelling research endeavor.

In the culture of mESCs, a small subset referred to as 2CLCs has garnered significant attention owing to their exceptional capability to display totipotency and transcriptional features reminiscent of 2C embryos^6^. These 2CLCs were identified using the MERVL reporter and are characterized by the specific expression of transcripts of *Dux* and *Zscan4* clusters. The emergence of 2CLCs presents an excellent model system for delving into the molecular mechanisms that regulate totipotency. Recent research has revealed that certain epigenetic factors and 2C-specific genes can influence the transition to a 2C-like state in mESCs based on distinctive features shared with 2CLCs or 2C embryos, such as increased chromatin mobility, chromocenter decondensation and transcriptional characteristics^2,3,7,8^. Nevertheless, the comprehensive and precise understanding of the mechanism, particularly the processes facilitating the transition from totipotency to pluripotency, remains incomplete.

Recently, Rodriguez-Terrones et al. conducted an siRNA screen targeting epigenetic regulators, revealing the involvement of PRC1.6 and the EP400–TIP60 complex in suppressing the 2C-like state^9^. However, the inherent limitations of siRNA screens should be noted, as they often fail to achieve complete gene expression downregulation. Additionally, the screen was constrained by a limited repertoire of well-established pathways to target. This highlights the potential existence of additional, yet undiscovered factors that play a role in regulating totipotency. Later, Fu et al. employed a CRISPR/Cas9 screen to investigate the regulators of 2CLCs’ transition in mESCs with overexpressed *Dux*^10^. Notably, *Dux* expression can activate 2C genes and maintain totipotency, leading to a significant proportion of 2CLCs in mESCs, with rates reaching up to 50%. Consequently, the persistent expression of *Dux* presents a challenge in screening for factors that drive the transition from totipotency to pluripotency. This continuous *Dux* expression sustains the activation of totipotency genes, making it difficult to facilitate their exit from this state.

In order to deepen our understanding of cell fate transitions, we conducted a comprehensive genome-wide CRISPR/Cas9 screen in mESCs using the MERVL-tdTomato reporter system. Our screening identified genes linked to cell metabolism, RNA biosynthesis, and the G1/S cell cycle phase through deep sequencing of enriched sgRNA populations. Validation studies confirmed that these genes, which had not been previously reported, serve as potential regulators of the transition between totipotency and pluripotency. In particular, our research identified *Mdm2* as a negative regulator of totipotency. Disruptions of *Mdm2* led to enhanced transcriptional activity of both 2C genes, while *Mdm2* overexpression had inhibitory effects on these genes. Specifically, *Mdm2* had the ability to shorten the duration of the G1 phase, indicating the transition to a pluripotent state, and it could also elevate H3K27me3 modifications at *Dux*, which served as an indicator of exiting the totipotent state. Taken together, our research highlights the validity of our screening approach in identifying crucial regulators that govern the transition between totipotency and pluripotency.

## Results

### Genome-wide CRISPR screen to identify regulators for resistance to totipotency

To identify regulators that impede totipotency in mESCs, we conducted a comprehensive genome-wide CRISPR/Cas9 screen. For this screening, we developed a dual fluorescent reporter cell line, OCT4-GFP and MERVL-tdTomato, in mESCs (Supplementary Fig. 1a). These cells were denoted as OG2CT mESCs (Oct4-GFP-2C promoter-tdTomato mESCs), and they exhibited a 0.5% population of 2CLCs (Supplementary Fig. 1b, c), a proportion consistent with previous reports (Supplementary Fig. 1d)^6,11^. We also detected the MERVL-tdTomato clones and observed the lack of chromocenters, a characteristic noted in zygotes and 2-cell-stage embryos (Supplementary Fig. 1e)^12^. Subsequently, we sorted GFP+ and tdTomato+ cells from OG2CT mESCs and performed RNA-seq analysis. 

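OG2CT mESCs carry an OCT4-GFP reporter of pluripotency and a MERVL-tdTomato reporter of the 2C-like state, and RNA-seq was run on 3 libraries of sorted tdTomato+ cells and 3 of sorted GFP+ mESCs. The cells were grown on mitomycin C-treated feeder cells in serum/LIF medium. mRNA was isolated with oligo(dT) and sequenced as paired ends, and the submitters' processing notes name HISAT2 for mapping, HTSeq (version 0.6.0) for counting and mm10 as the genome. The authors deposited raw counts and FPKM per gene, and the counts were used here as deposited. The total was 12057424 to 16825378 counts per library (median 15683328) for tdTomato+ cells and 15428473 to 18680925 counts (median 15655652) for GFP+ mESCs. Some of the genes in the table are assembled loci without an Ensembl identifier. These loci took 2.26%, 7.14% and 2.36% of the counts in tdTomato+ replicates 1, 2 and 3, and 0.553% to 0.590% in GFP+ mESCs. tdTomato+ replicate 2 stood apart from the other tdTomato+ libraries. Across genes, its Spearman correlation was 0.9055 to 0.912 with replicates 1 and 3, which correlated with each other at 0.985. Counts were scaled by TMM, genes with too few counts were removed with edgeR's filterByExpr (minimum count 10, minimum total 15), and 17910 genes were tested between the 2 groups with edgeR's quasi-likelihood test. Levels are given as CPM after TMM scaling. An exact permutation test of 3 libraries against 3 cannot give a two-sided p below 0.1, so adjusted p-values rest on the spread that edgeR estimates across all genes.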

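Zscan4c and Zscan4d, zinc finger genes of the totipotent embryo, reached 816 ± 118.5 and 1344 ± 472.4 CPM (SD, n = 3) in tdTomato+ cells, against 8.88 ± 1.19 and 7.91 ± 1.77 CPM (SD, n = 3) in GFP+ mESCs. Duxf3, the table's name for Dux, which encodes an activator of 2C genes, was at 7.37 ± 5.50 CPM in tdTomato+ cells and at 0.412 ± 0.127 CPM in GFP+ mESCs (SD, n = 3). Sox2, a core pluripotency factor, was at 144.1 ± 40.1 CPM in tdTomato+ cells and at 427 ± 11.2 CPM in GFP+ mESCs (SD, n = 3). Zscan4c had a log2 fold change of 6.52 (standard error 0.193, adjusted p = 1.04e-04), Zscan4d of 7.41 (standard error 0.368, adjusted p = 2.83e-04) and Duxf3 of 4.14 (standard error 0.675, adjusted p = 0.00636) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Zfp352, a further zinc finger gene of 2C embryos, rose by 7.48 and the deubiquitinase gene Usp17lb by 6.41 on the same scale. Of 43 tested 2C and ZGA genes, 40 rose and the other 3 did not pass the test (41 rose and 1 fell when adjusted over the list alone). Their median log2 fold change was 6.47, or 6.42 with the 2 genes that had no count in 1 of the groups set at their bound. The list's camera adjusted p was 3.97e-34, and its adjusted p = 0.135 with an estimated correlation. Many of these genes belong to families of near-identical copies, so the division of reads between copies is uncertain. Among pluripotency genes, Sox2 fell by 1.57 on the log2 scale (standard error 0.215, adjusted p = 0.00371), Fgf4, a growth factor of the inner cell mass, by 1.59 (standard error 0.0931, adjusted p = 3.68e-04) and Pou5f1, which encodes OCT4, by 0.93 (standard error 0.0984, adjusted p = 0.00207, all from the same edgeR test). Of 36 naive pluripotency genes, 15 fell and 4 rose (18 and 4 when adjusted over the list alone), with a median of -0.62, a camera adjusted p = 6.54e-05, and an adjusted p = 0.281 with an estimated correlation. Dppa2, whose product activates Dux, was among those that rose, with a log2 fold change of 1.67. Nanog was at 419 ± 246.5 CPM in tdTomato+ cells and at 312 ± 11.6 CPM in GFP+ mESCs (log2 fold change 0.43, adjusted p = 0.565 from the same edgeR test). Of the heatmap's 16 totipotency genes, 13 rose and 3 did not pass, and of its 17 pluripotency genes, 10 fell and 7 did not pass. In tdTomato+ replicate 2, the median of 45 2C and ZGA genes was 0.91 above the mean of replicates 1 and 3 on the log2 scale, and that of 23 feeder fibroblast markers 2.69 above it (scaled over all 12 libraries).

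**Figure D1:**
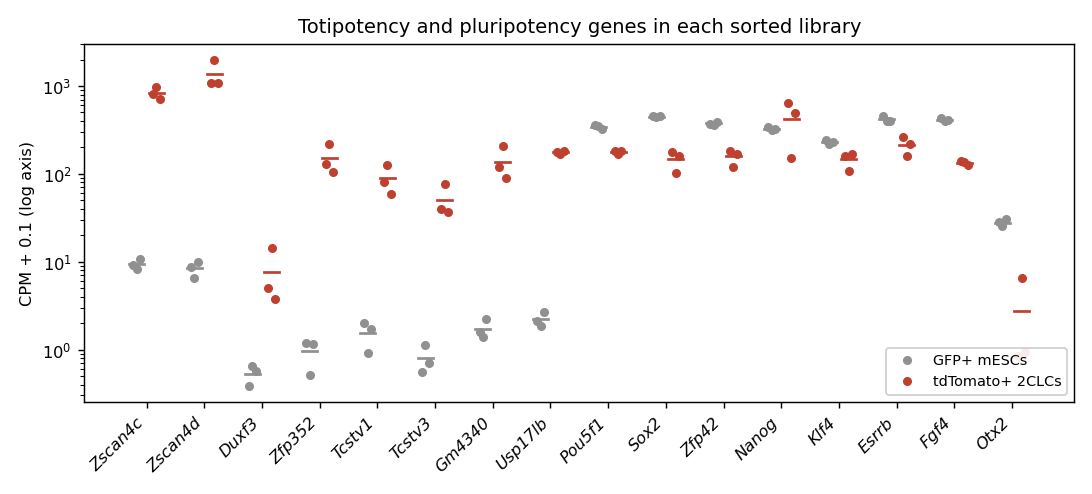
Levels of 16 genes in 3 tdTomato+ and 3 GFP+ libraries, as CPM + 0.1 on a log axis, with libraries as points and group means as lines. Usp17lb lies at a mean of 2.02 CPM in GFP+ mESCs and 172.8 CPM in tdTomato+ cells.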

The volcano plot and heatmap analysis revealed that tdTomato+ cells upregulated totipotency genes, while GFP+ cells exhibited high expression of pluripotency markers (Supplementary Fig. 2a, b). This confirmed that OG2CT mESCs were suitable for in vitro studies of totipotency. Next, we designed a *piggyBac* sgRNA library comprising 13,000 sgRNAs to ensure comprehensive coverage of the functional genome^13,14^. We co-electroporated a Cas9-expressing plasmid with the sgRNA library plasmid into OG2CT mESCs (Fig. 1a). After 5 days of Neo treatment, we collected and expanded the resistant positive mESCs to a scale of 3 × 10^8^ cells for subsequent screening. To assess the mutant cell pool, we amplified sgRNA cassettes from the genome and performed deep sequencing. This mutant cell pool covered ~89% of sgRNAs, achieving comprehensive genome coverage (Supplementary Fig. 2c). In summary, we successfully constructed a CRISPR/Cas9 mutant library in OG2CT mESCs, providing ample coverage for the screening of totipotency regulatory factors.

**Fig. 1:**
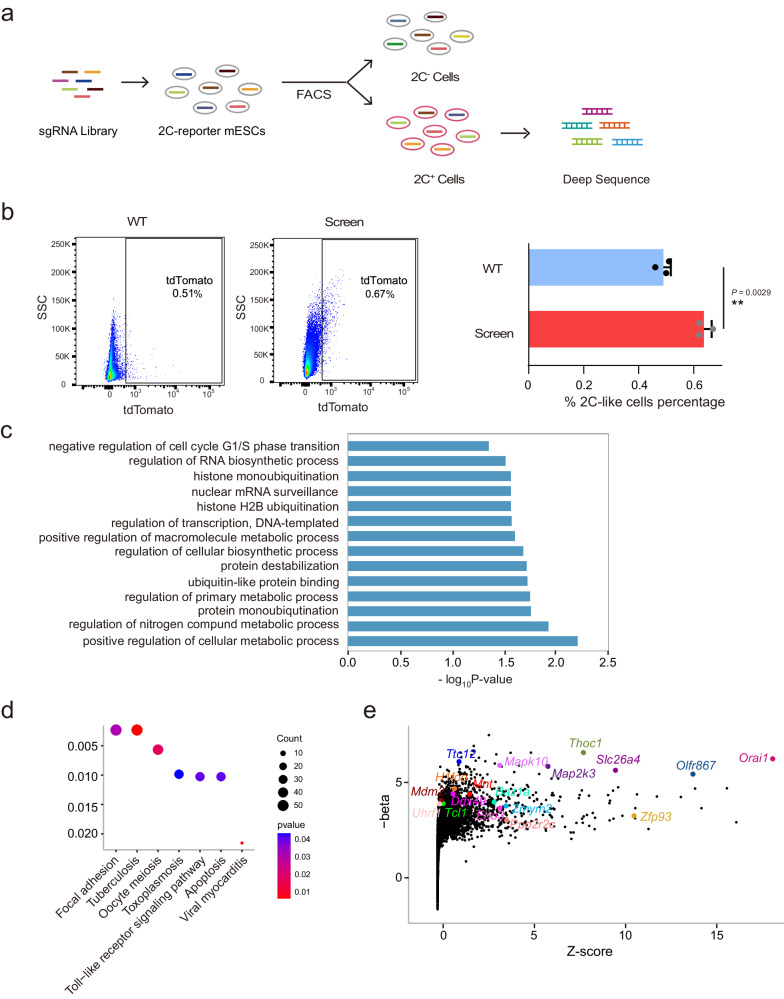
Conducting a genome-scale CRISPR knockout screening to identify novel regulators of totipotency. **a** Schematic diagram of the genome-scale CRISPR/Cas9 screen. **b** FACS analysis showing the percentage of 2CLCs after screening. The histogram presents the mean percentage of 2CLCs in WT control and screening mESCs, with n = 3 biological replicates, and the data were mean with SD. Data are analyzed by Student’s t-test. **P < 0.01. **c** Gene ontology analysis of significantly enriched genes (the Fisher test). **d** KEGG analysis of significantly enriched genes (the hypergeometric test). **e** Screening results displaying MAGeCK beta scores and Z-scores for each gene. Genes marked in the list will undergo verification.

Following this, we conducted screening experiments by splitting the mutant cell pool into three parallel experimental groups, resulting in a significant increase in the proportion of 2CLCs (Fig. 1b). We isolated tdTomato+ cells from each group to identify key negative regulators. Genomic DNA was extracted and subjected to deep sequencing, revealing a decrease in sgRNA counts during screening (Supplementary Fig. 2c). Using the MAGeCK algorithm, we assessed sgRNA enrichment and identified several negative regulators associated with the transition to a 2C-like state in mESCs, including *Zmym2* and *Mga*^8,9,15^. Gene ontology and Kyoto Encyclopedia of Genes and Genomes analyses indicated that the enriched genes were associated with cell metabolism, RNA synthesis and the oocyte meiosis pathway, which are crucial for totipotency regulation (Fig. 1c, d)^16–18^.

To identify candidate genes, we utilized a combination of the MAGeCK algorithm and Z-scores to evaluate our screening results. In addition to the highly ranked overlapping genes, we also considered genes associated with specific pathways such as the glycolysis pathway. As a result, we selected 18 hits for CRISPR KO validation based on pathway analysis and ranking. The selected hits included *Thoc1*, *Tcl1*, *Mnt*, *H1foo*, *Zmym2*, *Ddx49*, *Baz1a*, *Ppp2r2c*, *Olfr867*, *Ttc12*, *Mapk10*, *Map2k3*, *Slc26a4*, *Orai1*, *Mdm2*, *Uhrf1*, *Zfp93* and *Eno3* (Fig. 1e).

### Identification of the candidates in totipotency regulation

To validate whether the candidate genes regulate totipotency, we transfected sgRNAs into mESCs containing the MERVL reporter. While most of these candidates successfully established CRISPR KO cell lines, we encountered significant challenges in generating homozygous *Mdm2* KO cell lines. This observation aligns with existing literature suggesting that the loss of *Mdm2* in mouse embryos can lead to lethality around E3.5^19,20^. As a result, we selected heterozygous *Mdm2* knockdown cell lines for subsequent validation. We quantified the proportion of 2CLCs using FACS analysis in each cell line (Fig. 2a). Ten candidates showed an increase in the proportion of 2CLCs (Fig. 2b). These ten hits included *Mdm2*, *Tcl1*, *Zmym2*, *Ttc12*, *Olfr867*, *Mapk10*, *H1foo*, *Map2k3*, *Orai1* and *Eno3*. Our findings validated the enrichment of potential totipotency regulators identified in our screening. Subsequently, we conducted separate quantitative PCR (qPCR) analyses to measure the expression levels of pluripotency and totipotency genes in the cell lines of the ten hits. After perturbing ten hits, the expression of totipotency markers was upregulated, consistent with the FACS results (Fig. 2c–l). Interestingly, the expression of pluripotency genes was not uniformly downregulated (Supplementary Fig. 3a–j), which may be attributed to the different modes of action of these regulators. Among the ten genes that were further validated, perturbation of *Mdm2*, *Tcl1* and *Zmym2* exhibited the most significant effects in totipotency regulation.

**Fig. 2:**
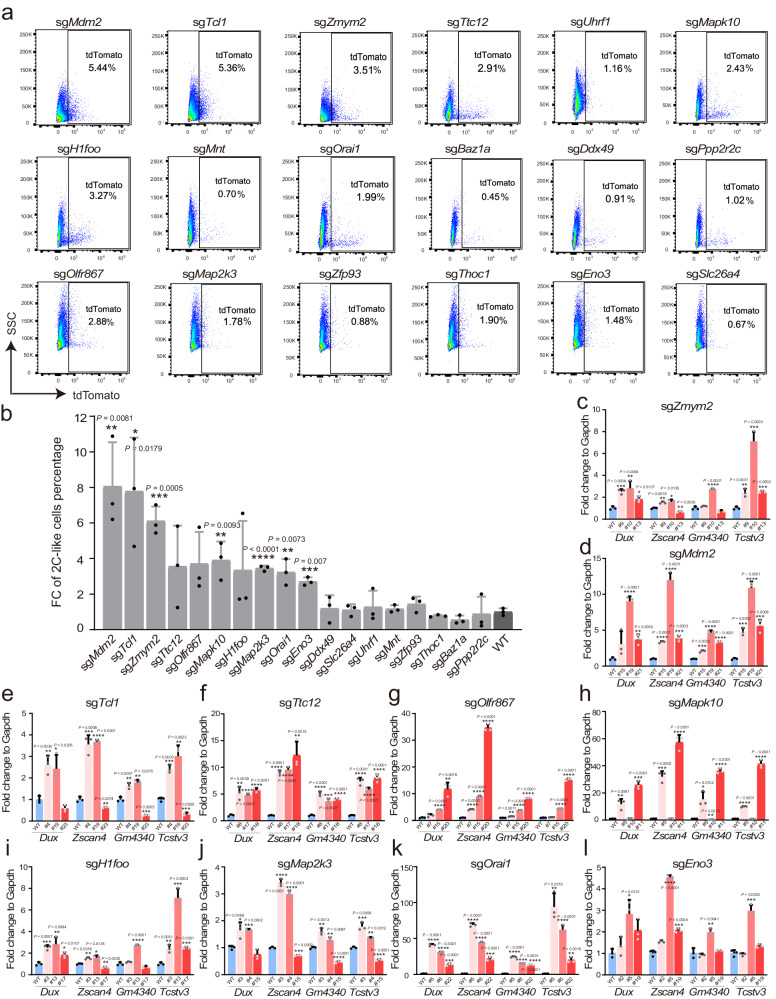
Validation of potential regulators for 2CLCs. **a** FACS analysis demonstrated the population of MERVL-tdTomato reporter upon CRISPR/Cas9 perturbation of 18 candidate genes. **b** The fold change of 2CLCs proportion for 18 candidates compared to WT. n =3 biological replicates. The data were mean ± SD. **c**–**l** RT-PCR results showing relative expression of 2C genes in important candidate gene knockout cell lines. n = 3 biological replicates. The data were mean ± SD. Data are analyzed by Student’s t-test. *P < 0.05, **P < 0.01, ***P < 0.001 and ****P < 0.0001.

### *Mdm*2 is required for totipotency exit

We focused on the function of *Mdm2* as a negative regulator of 2C genes. When we used CRISPR/Cas9 to generate *Mdm2*-deficient mESCs, the cell morphology did not show significant differences compared to the wild type (Supplementary Fig. 4a). Western blot analysis revealed a significant decrease in *Mdm2* expression levels in three different clones (Fig. 3a). After perturbing *Mdm2*, we observed a further downregulation of several pluripotency genes (Supplementary Fig. 4b). We cultured *Mdm2* KD mESCs for an extended period to detect whether the proportion of 2CLCs could be maintained. FACS analysis revealed that mESCs maintained a higher proportion of 2CLCs for up to 50 days and 17 passages, indicating that the effect of *Mdm2* deficiency on totipotency was stable (Fig. 3b). We also conducted a chimera assay to assess the developmental potential of *Mdm2* KD mESCs. Subsequently, we evaluated the differentiation capabilities of these tdTomato-positive cells. Our findings revealed that *Mdm2* KD mESCs demonstrated a notable capacity to integrate into the extra-embryonic trophectoderm in ~17% of chimeric blastocysts. In contrast, WT mESCs were exclusively observed to contribute to the inner cell mass in all blastocysts (Fig. 3c–e). To further demonstrate the capacity of *Mdm2* knockdown to induce 2CLCs, we performed RNA-seq. 

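Mdm2, which encodes the E3 ubiquitin ligase of p53, was at 351, 439 and 327 CPM in the libraries of Mdm2 KD clones 15, 19 and 21, and at 407, 418 and 438 CPM in WT replicates 1, 2 and 3 (scaled over all 12 libraries). Its log2 fold change was -0.091 (standard error 0.116, adjusted p = 0.530 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the groups overlapped. The clones are heterozygous lines made with 2 guides. Guide 1, AGTGTCGTTTTGCGCTCCAA, matched chromosome 10 of GRCm38 from 117705170 to 117705189, on the strand opposite to the transcript, in the coding sequence of exon 4 of Mdm2-201, and is followed there by CGG. Guide 2, CGACACTTACACTATGAAAG, matched the transcript strand of the same exon from 117705157 to 117705176, and the exon ends after the next bases AG. Counts per gene do not show an edit within an exon, so this mRNA level does not check which libraries were edited. The paper reports lower MDM2 protein in the clones by Western blot (Fig. 3a), which was not analysed here. Each clone gave 1 library, clones 15, 19 and 21 as replicates 1, 2 and 3, and 3 libraries came from WT mESCs. Both groups are taken as unsorted, since no sort of them is described. The assay, the authors' processing and the test were those of the sorted cells, fitted to these 6 libraries alone over 18244 genes. The total was 15248801 to 17093938 counts per library (median 15909321) for Mdm2 KD mESCs and 15166669 to 16913263 counts (median 15927691) for WT mESCs. Assembled loci took 1.33%, 1.64% and 2.16% of the counts in clones 15, 19 and 21, and 0.599% to 0.617% in WT mESCs. Mitochondrially encoded genes took 6.12%, 6.96% and 3.98% in the clones, and 3.09% to 4.26% in the other 9 libraries.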

We found that the expression levels of totipotency genes, including *Dux* and the *Zscan4* cluster genes, increased, while the expression of several pluripotency genes was downregulated, consistent with the quantitative results following *Mdm2* knockdown (Figs. 2d and 3f, g). 

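Duxf3, the table's name for Dux, was at 2.98 ± 0.920 CPM (SD, n = 3 clones) in Mdm2 KD mESCs and at 0.0977 ± 0.169 CPM (SD, n = 3) in WT mESCs, from 144 and 5 counts in all. Zscan4c and Zscan4d of the Zscan4 cluster were at 470 ± 131 and 633 ± 113 CPM in Mdm2 KD mESCs and at 1.61 ± 0.406 and 2.70 ± 0.305 CPM in WT mESCs (SD, n = 3). The pluripotency factors Sox2 and Pou5f1 stood at 255 ± 31.5 and 187 ± 62.5 CPM in Mdm2 KD mESCs and at 274 ± 6.47 and 157.5 ± 8.33 CPM in WT mESCs (SD, n = 3). The log2 fold changes were 4.76 for Duxf3 (standard error 0.763, adjusted p = 3.17e-04), 8.18 for Zscan4c (standard error 0.281, adjusted p = 6.54e-08) and 7.87 for Zscan4d (standard error 0.189, adjusted p = 2.16e-08) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. All 5 WT counts of Duxf3 came from WT replicate 2. The ratio of Duxf3, from a TMM scaling separate from that of the test, was 29.05, and without WT replicate 1 it was 19.2. Reads of the Dux and Zscan4 families can be divided between near-identical copies. For Sox2 the log2 fold change was -0.10 (adjusted p = 0.410) and for Pou5f1 0.25 (adjusted p = 0.287), and for Klf4 and Tcl1, further factors of naive pluripotency, -0.19 (adjusted p = 0.156) and -0.35 (adjusted p = 0.0516, all from the same edgeR test). Nanog rose by 0.57 (standard error 0.127, adjusted p = 0.00291) and Esrrb, a nuclear receptor of the same network, by 0.69 (standard error 0.106, adjusted p = 2.55e-04 from the same edgeR test). Dppa3, a maternal factor, and Fbxo15, an OCT4 target, rose by 3.91 and 3.37, and Spp1, which encodes the secreted protein osteopontin, fell by 3.83 on the log2 scale. Of 36 naive pluripotency genes, 19 rose and 5 fell (20 and 6 when adjusted over the list alone), with a median of 0.46, a camera adjusted p = 0.0116, and an adjusted p = 0.688 with an estimated correlation. Of 18 pluripotency genes in the heatmap, 6 rose, 2 fell and 10 did not pass, and of its 15 totipotency genes, 10 rose, 3 fell and 2 did not pass. All 9 genes labelled in the volcano plot rose. Fbln2, an extracellular matrix gene of feeder fibroblasts, was at 323 ± 65.7 CPM in Mdm2 KD mESCs and at 2387 ± 206 CPM in WT mESCs (SD, n = 3). Without clone 15, the log2 fold change was -0.065 for Pou5f1 and -0.089 for Klf2, which was 0.14 with it. With GFP+ mESCs as the reference, chosen after seeing the data, 21 of the 36 naive pluripotency genes fell and 5 rose (median -0.47, camera adjusted p = 0.00736, adjusted p = 0.668 with an estimated correlation).

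**Figure D2:**
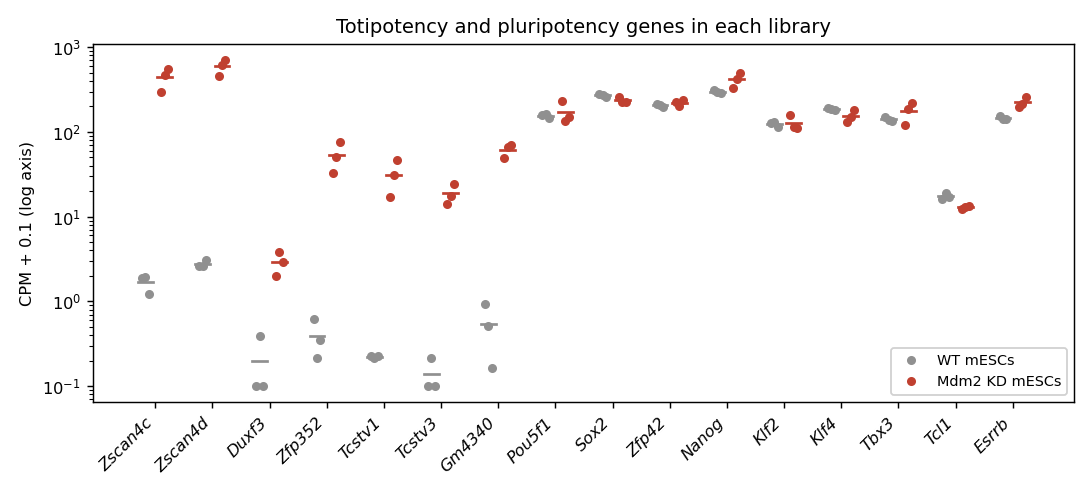
Levels of 16 genes in 3 Mdm2 KD and 3 WT libraries, as CPM + 0.1 on a log axis, with libraries as points and group means as lines. Zscan4c and Zscan4d lie higher in Mdm2 KD than in WT mESCs.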

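Zscan4a and Zscan4e, of the embryonic Zscan4 cluster, rose in Mdm2 KD mESCs compared with WT mESCs by 7.99 (standard error 0.2502, adjusted p = 5.29e-08) and 8.70 (standard error 0.273, adjusted p = 5.29e-08) on the log2 scale in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Zfp352 rose by 7.56 and Tcstv1, a further gene of 2C embryos, by 7.98. Of 44 tested 2C and ZGA genes, 42 rose and 2 did not pass (42 rose and 1 fell when adjusted over the list alone), with a median log2 fold change of 7.42. The list's camera adjusted p was 3.95e-53, and its adjusted p = 0.296 with an estimated correlation. Reads of these families can be divided between near-identical copies. Aqr, an intron-binding helicase of the spliceosome, was at 449 ± 35.6 CPM in Mdm2 KD mESCs and at 107 ± 3.61 CPM in WT mESCs (SD, n = 3), a log2 fold change of 2.08 (standard error 0.0961, adjusted p = 1.73e-07 from the same edgeR test). Cherp and Prpf38a, splicing factors, rose by 1.31 and 1.02, and Ncbp1, which encodes a subunit of the nuclear cap-binding complex, by 0.81. Of 118 spliceosome genes, 66 rose, 4 fell and 48 did not pass (66 and 4 when adjusted over the list alone), with a median log2 fold change of 0.39. The list's camera adjusted p was 0.00206, directed up, and its adjusted p = 0.803 with an estimated correlation. In the same comparison all 25 feeder fibroblast markers fell (25 when adjusted over the list alone), with a median of -2.08, a camera adjusted p = 6.88e-16, and an adjusted p = 0.574 with an estimated correlation. With GFP+ mESCs as the reference, chosen after seeing the data, 49 spliceosome genes fell and 8 rose (median -0.26, camera adjusted p = 2.84e-04, adjusted p = 0.668 with an estimated correlation).

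**Figure D3:**
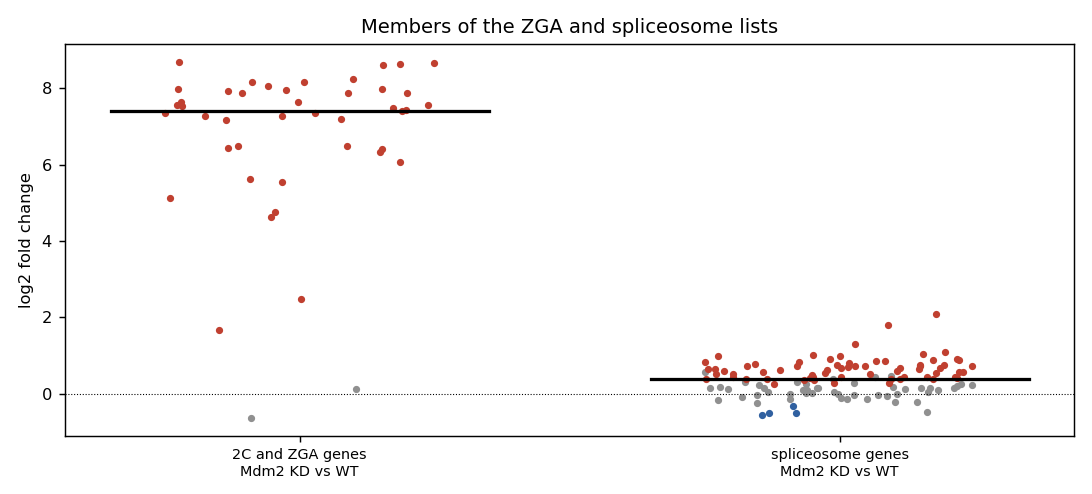
Log2 fold changes of the 2C and ZGA genes and the spliceosome genes between Mdm2 KD and WT mESCs, with genes as points (red, higher; blue, lower; grey, not passing the test) and the median as a line. The medians lie at 7.42 and 0.39.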

Meanwhile, RNA-seq analysis showed the upregulation of the ZGA gene set and the downregulation of the spliceosome gene set, in line with previously published data (Fig. 3h, Supplementary Fig. 4c)^21^. A previous study reported that the transition of mESCs to 2CLCs occurs in two steps: first, pluripotent genes were downregulated, and then totipotency genes were upregulated^10^. Therefore, we investigated at which step *Mdm2* impeded the transition to 2CLCs. To test this, we identified significantly different genes in sg*Mdm2* mESCs (|FC| > 2 and P value < 0.05). We found that 43 of the activated genes after *Mdm2* deficiency belonged to the 2C-upregulated gene set, and 46 of the repressed genes after *Mdm2* deficiency belonged to the 2C-downregulated gene set, suggesting that there was no significant difference in the number of activated or repressed genes (Supplementary Fig. 4d). However, the expression changes were more pronounced in 2C-upregulated genes and 2C-downregulated genes after *Mdm2* deficiency, indicating that *Mdm2* may preferentially regulate the proportion of 2CLCs by targeting 2C-upregulated genes (Supplementary Fig. 4e). Furthermore, we successfully constructed a flag-tagged *Mdm2* into mESCs (Fig. 3i). 

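Tcstv3 and Gm4340, genes of 2C embryos, and Ddit4l, which encodes an inhibitor of mTOR signaling, were higher both in Mdm2 KD than in WT mESCs and in tdTomato+ than in GFP+ cells. Gm4340 rose by 7.21 (standard error 0.344, adjusted p = 1.96e-07) and 6.42 (standard error 0.426, adjusted p = 5.53e-04) on the log2 scale in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and Ddit4l by 2.03 (standard error 0.114, adjusted p = 3.98e-07) and 2.05 (standard error 0.216, adjusted p = 0.00203). Tcstv3 rose by 6.23 in tdTomato+ cells (standard error 0.461, adjusted p = 7.93e-04 from the same edgeR test). It had 974 counts in Mdm2 KD and 2 in WT libraries. From a TMM scaling separate from that of the test, this is a ratio of 485.5 with a 95% counting interval from 128.9 to 3860. On that scaling the ratio of Gm4340 was 142.5, and without WT replicate 1 it was 261.5. The ratio of Tcstv3 was 321.1 without WT replicate 1, 323.9 without WT replicate 3 and at least 196.3 without WT replicate 2. Tcstv3 and Gm4340 have near-identical copies that can share their reads. Among 17040 genes tested in both comparisons and at the study's thresholds, 1716 were higher in Mdm2 KD mESCs, 1785 were higher in tdTomato+ cells and 1472 were higher in both, where independent lists would share 179.8. The p of Fisher's exact test, one-sided, lay below the smallest number the computer holds. In the other direction, 649 genes were lower in Mdm2 KD mESCs and 132 in tdTomato+ cells, and 8 in both, where independent lists would share 5.03 (Fisher's exact test, one-sided, p = 0.131). The log2 fold changes of both comparisons had a Pearson r of 0.804 and a Spearman rho of 0.257 across genes, which are not independent replicates. The overlap of lower genes changed with the libraries and settings: 118 were shared without tdTomato+ replicate 2 (expected 13.06, Fisher's exact test, one-sided, p = 2.4e-81), 15 without Mdm2 KD replicate 1 (expected 4.91, p = 1.21e-04) and 35 with all 4 groups in 1 fit (expected 13.08, p = 1.23e-07). With Ensembl genes only, chosen after seeing the data, 627 were higher in both and 8 lower. With WT mESCs as the reference of both comparisons, 1605 genes were higher in both and 372 lower, where independent lists would share 168.3 and 27.84, and the same WT libraries then enter both sides. Unchanged groups simulated with a shared WT control shared 0 genes in either direction in 10 simulations. No difference between cultures was simulated, so this cannot decide whether a state of the WT cultures made the shared genes. Feeder fibroblast markers had medians of -2.08 in Mdm2 KD mESCs and -1.22 in tdTomato+ cells, each against WT mESCs.

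**Figure D4:**
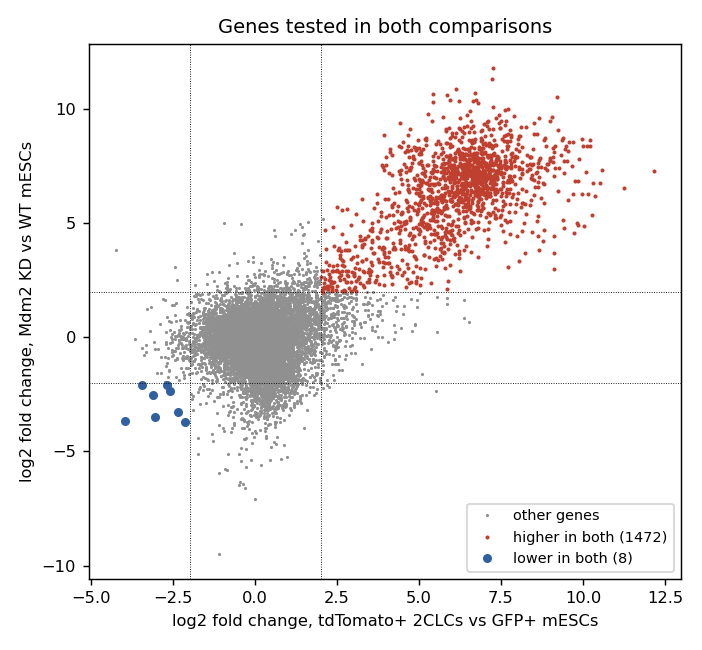
Log2 fold changes of 17040 genes in Mdm2 KD against WT mESCs and in tdTomato+ cells against GFP+ mESCs, with 1472 genes higher in both in red, 8 lower in both in blue and dotted lines at -2 and 2. The red genes lie in the upper right quadrant.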

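Genes higher in tdTomato+ cells than in GFP+ mESCs at the study's thresholds were higher in Mdm2 KD mESCs too, with a median log2 fold change of 6.20 against WT mESCs (interquartile range 3.35 to 7.36). Of 1785 such genes tested in the Mdm2 KD comparison, 1636 rose and 23 fell at an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With the 281 genes that had no count in 1 of the groups set at their bound, the median was 5.39. Of the 132 genes lower in tdTomato+ cells, 32 fell, 16 rose and 84 did not pass, and their median was -0.27 (interquartile range -0.90 to 0.255). The epiblast genes Otx2, Zic2 and Lef1 are among those lower in tdTomato+ cells, and were chosen for that after their values were seen. Otx2 was at 2.70 ± 1.47 CPM in Mdm2 KD and 12.1 ± 0.719 CPM in WT mESCs, Zic2 at 15.6 ± 6.35 and 49.5 ± 3.15 CPM, and Lef1 at 10.5 ± 8.23 and 15.35 ± 2.58 CPM (SD, n = 3, scaled over all 12 libraries). Of all 19 formative and primed epiblast markers, 10 rose and 4 fell in Mdm2 KD compared with WT mESCs (10 and 4 when adjusted over the list alone), with a median log2 fold change of 0.36 and an adjusted p = 0.486 from camera on the edgeR fit. As a set, the genes higher in tdTomato+ cells had p = 6.0e-86 by camera in the Mdm2 KD comparison, and p = 0.0466 with an estimated correlation. For those lower in tdTomato+ cells, p = 0.0364 by camera, and p = 0.596 with an estimated correlation. The difference between both sets was not itself tested. With each library left out in turn, that p ran from 1.78e-18 without tdTomato+ replicate 2 to 0.133 without tdTomato+ replicate 1, and it was over 0.05 in 5 of 12 cases. From the size of the changes in both sets (Supplementary Fig. 4e), the paper proposes that Mdm2 acts on the proportion of 2CLCs preferentially through 2C-upregulated genes.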

The overexpression of *Mdm2* led to a significant downregulation of totipotency genes (Fig. 3j). These cumulative findings strongly supported the role of *Mdm2* as a negative regulator of 2CLCs and as an impediment to the totipotency state.

**Fig. 3:**
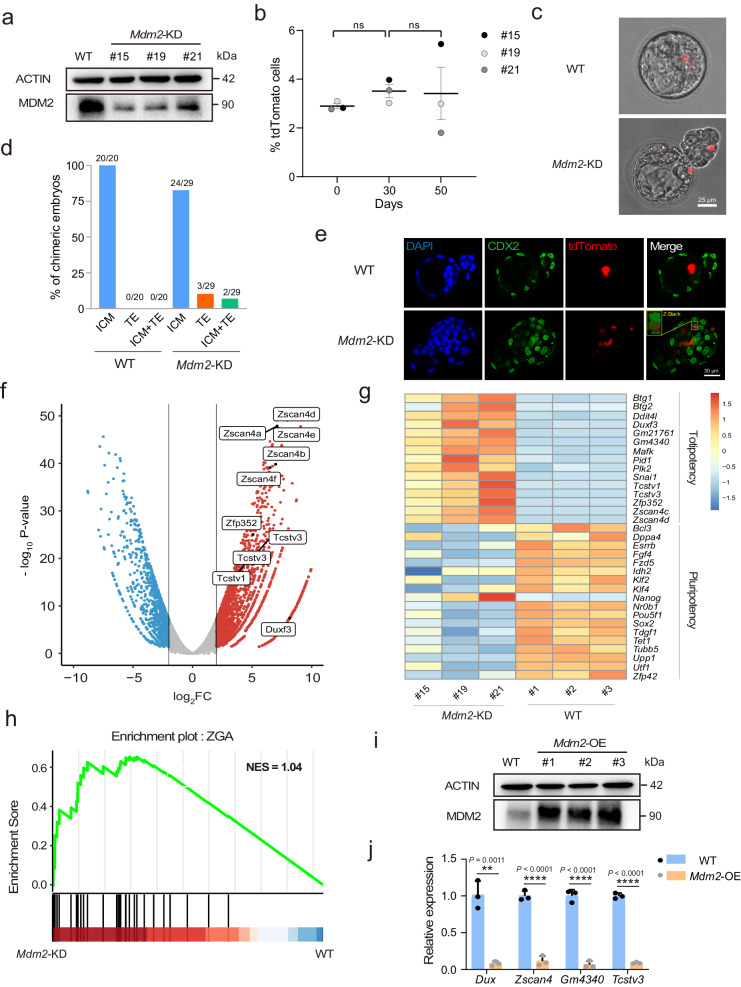
*Mdm2* inhibited the transcription of 2C genes in mESCs. **a** Western blot showed the result of *Mdm2* expression in *Mdm2* KD mESCs. The experiment was repeated three times and gave similar results. **b** The proportion of MERVL-tdTomato fluctuated over time in *Mdm2* KD mESCs. **c** Microscope pictures (10×) of chimeric embryos injected with tdTomato-labeled WT and *Mdm2* KD mESCs. **d** Summary of the proportion of E4.5 chimeric embryos from injections of WT and *Mdm2* KD mESCs into 8-cell stage embryos. **e** The results of immunofluorescence showed the developmental progression of tdTomato-labeled mESCs into the ICM and TE. **f** Volcano plot depicting the differentially expressed genes between in *Mdm2* KD and WT mESCs. Red dots represented the genes of log2 FC > 2 and blue dots represented the genes of log2 FC < −2. We specifically labeled 2C genes. n = 3 biological replicates per group. **g** Heatmap analysis of 2C genes and pluripotency genes in *Mdm2* KD and WT mESCs. n = 3 biological replicates per group. **h** GSEA analysis indicated upregulation of ZGA in *Mdm2* KD mESCs compared with WT mESCs. **i** Western blot showed the result of *Mdm2* overexpressing. The experiment was repeated three times and obtained similar results. **j** The relative expression of 2C genes in *Mdm2* OE mESCs by RT-PCR. n = 3 biological replicates. Data are analyzed by Student’s t-test. The data were mean ± SD. **P < 0.01, and ****P < 0.0001.

### *Mdm2* deficiency causes cell cycle arrest at G1 phase

Gene set enrichment analysis (GSEA) analysis showed a notable reduction in the cell cycle gene set in *Mdm2* KD mESCs when compared to WT mESCs. This reduction is consistent with the downregulation observed in 2CLCs versus WT mESCs (Supplementary Fig. 5a, b). Furthermore, in line with the GSEA results, *Mdm2* knockdown led to decreased cell proliferation compared to mESCs (Supplementary Fig. 5c). 

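Ccne1 and Uhrf1, which encode cyclin E1 and a factor of DNA methylation maintenance in S phase, were at 298.5 ± 32.45 and 466 ± 23.0 CPM in Mdm2 KD mESCs and at 115 ± 5.83 and 221 ± 3.97 CPM in WT mESCs (SD, n = 3). Aurka and Tubb4b, a mitotic kinase and a tubulin of the spindle, were at 169 ± 6.02 and 787 ± 95.45 CPM in Mdm2 KD mESCs and at 63.2 ± 4.13 and 278 ± 3.88 CPM in WT mESCs (SD, n = 3). Their log2 fold changes were 1.37 for Ccne1 (standard error 0.103, adjusted p = 2.01e-06), 1.08 for Uhrf1 (standard error 0.0868, adjusted p = 3.31e-06), 1.42 for Aurka (standard error 0.0902, adjusted p = 7.45e-07) and 1.50 for Tubb4b (standard error 0.107, adjusted p = 1.48e-06) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of 46 S phase genes, 31 rose, 1 fell and 14 did not pass (34 and 1 when adjusted over the list alone), with a median log2 fold change of 0.50, a camera adjusted p = 0.00206, and an adjusted p = 0.803 with an estimated correlation. Of 55 G2/M genes, 47 rose, 1 fell and 7 did not pass (47 and 1 when adjusted over the list alone), with a median of 0.68, a camera adjusted p = 1.14e-08, and an adjusted p = 0.688 with an estimated correlation. Cdkn1a, which encodes the G1 inhibitor p21 and is a p53 target, fell by 1.23 (standard error 0.1251, adjusted p = 1.59e-05 from the same edgeR test), and Trp53, which encodes p53, had a log2 fold change of -0.11 (standard error 0.117, adjusted p = 0.429). Of 39 p53 target genes, 15 rose, 13 fell and 11 did not pass (15 and 14 when adjusted over the list alone), with a median of -0.024 and an adjusted p = 0.560 from camera on the edgeR fit. Prrx1, a transcription factor of feeder fibroblasts, was at 39.6 CPM in Mdm2 KD mESCs and at 323 CPM in WT mESCs. With GFP+ mESCs as the reference, chosen after seeing the data, 37 S phase genes fell and 2 rose (median -0.59, camera adjusted p = 1.66e-10, adjusted p = 0.668 with an estimated correlation). Of the G2/M genes, 12 then rose and 9 fell (median 0.045, adjusted p = 0.720 from camera on the edgeR fit).

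**Figure D5:**
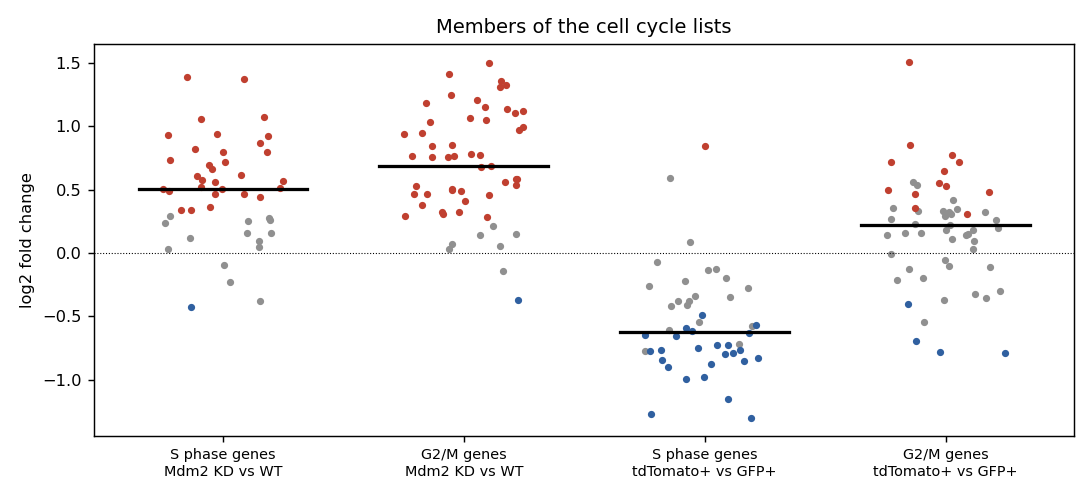
Log2 fold changes of S phase and G2/M genes in Mdm2 KD against WT mESCs and in tdTomato+ cells against GFP+ mESCs, with genes as points (red, higher; blue, lower; grey, not passing the test) and medians as lines. In Mdm2 KD mESCs the medians lie at 0.50 and 0.68.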

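Ccne1 was at 210.5 ± 46.65 CPM in tdTomato+ 2CLCs and at 114 ± 6.32 CPM in WT mESCs, and Mcm7, a subunit of the replicative helicase, at 351 ± 68.5 and 228 ± 8.08 CPM (SD, n = 3, scaled over all 12 libraries). Aurka was at 199 ± 20.8 and 62.5 ± 4.20 CPM, and Tubb4b at 772 ± 75.9 and 275 ± 4.79 CPM in the same groups (SD, n = 3). In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 27 of 46 S phase genes rose in 2CLCs compared with WT mESCs, 1 fell and 18 did not pass (27 and 1 when adjusted over the list alone). Their median log2 fold change was 0.47, with a camera adjusted p = 0.00175, and an adjusted p = 0.253 with an estimated correlation. Of 55 G2/M genes, 38 rose, 1 fell and 16 did not pass (40 and 2 when adjusted over the list alone), with a median of 0.74, a camera adjusted p = 1.83e-09, and an adjusted p = 0.1297 with an estimated correlation. Of 25 feeder fibroblast markers, 6 fell in the same comparison and 19 did not pass (2 fell when adjusted over the list alone), with a median of -1.22, a camera adjusted p = 6.4e-04, and an adjusted p = 0.883 with an estimated correlation. These list tests on 2CLCs against WT mESCs, and the 4 genes named with them, were chosen after seeing the data.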

To comprehend the role of *Mdm2* in cell cycle regulation, we analyzed the proportions of cells in *Mdm2* KD, *Mdm2* OE and WT mESCs. We observed significant changes in the G1 phase (Fig. 4a, b). The reduction of *Mdm2* expression resulted in an increased proportion of mESCs arrested in the G1 phase, promoting the emergence of a 2C-like state^18^. Conversely, the overexpression of *Mdm2* led to a shortened G1 phase, a characteristic feature of pluripotency^22^. Next, we sought to confirm the functional role of *Mdm2* by subjecting mESCs to Nutlin-3 treatment, a specific inhibitor of *Mdm2*^23^. Initially, we assessed the impact of different concentrations of Nutlin-3 and found that 10 μM Nutlin-3 significantly induced a substantial proportion of 2CLCs (Fig. 4c). Notably, exposure to Nutlin-3 resulted in a pronounced cell cycle arrest at the G1 phase (Fig. 4d, e). Consistent with these observations, we observed a significant upregulation of 2C genes following Nutlin-3 treatment (Fig. 4f). In summary, the cumulative data strongly suggested that *Mdm2* deficiency had the potential to initiate totipotency activation by inducing cell cycle arrest at the G1 phase^18,24,25^.

**Fig. 4:**
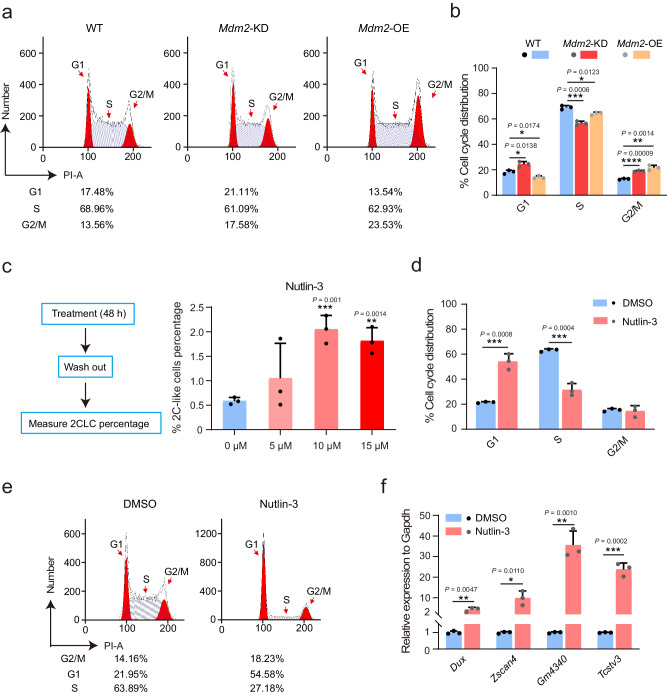
*Mdm2* deficiency caused cell cycle arrest at G1 phase to regulate 2C-like state. **a**, **b** FACS analysis showed the distribution of cell cycle phases on *Mdm2* KD, *Mdm2* OE and WT mESCs. n = 3 biological replicates. **c** Various concentrations of Nutlin-3 induce changes in the percentage of 2CLCs. n = 3 biological replicates per group. **d**, **e** FACS showed cell cycle phases distribution in mESCs treated with 10 μM Nutlin-3. n = 3 biological replicates per group. **f** The relative expression of 2C genes in mESCs treated with 10 μM Nutlin-3. n = 3 biological replicates. Data are analyzed by Student’s t-test. The data were mean ± SD. *P < 0.05, **P < 0.01, ***P < 0.001 and ****P < 0.0001.

### *Mdm2* affects H3K27me3 modification at *Dux* locus

*Dux* functions as a master activator of the 2C-like state. Initially, we sought to determine whether *Mdm2*, as a transcription factor, would bind to *Dux*. Using FLAG CUT&Tag in *Mdm2* OE mESCs, we found no evidence of *Mdm2* occupancy at the *Dux* locus or other 2C genes such as *Zscan4*. This led us to hypothesize that *Mdm2* might exert its regulatory role in the totipotency state through alternative nuclear mechanisms. Recent studies have reported an interaction between *Mdm2* and the polycomb repressor complex 2 (PRC2), which enhances the trimethylation of histone H3 lysine 27 (H3K27me3)^26,27^. To investigate the interaction between MDM2 and PRC2, we conducted co-immunoprecipitation (Co-IP) assays in 293T cells. Our results indicated that the SUZ12 antibody, a core component of PRC2, selectively precipitated MDM2. Reciprocal Co-IP experiments further demonstrated that MDM2 was able to co-precipitate SUZ12 as well (Fig. 5a). To investigate this further, we assessed the levels of H3K27me3 modification in *Mdm2* KD, *Mdm2* OE and WT mESCs. Our observations demonstrated that *Mdm2* perturbation reduced H3K27me3 modification levels, particularly at the *Dux* locus, while *Mdm2* overexpression increased H3K27me3 levels at the *Dux* locus (Fig. 5b). Furthermore, upon knocking down *Dux* using siRNA in the *Mdm2* KD mESCs, we found that the upregulation of totipotency genes was abolished (Fig. 5c). This indicated that *Mdm2* had the potential to enhance H3K27me3 modification by influencing *Dux* expression, thereby influencing the regulation of totipotency. Western blot analysis unveiled no substantial alteration in the global H3K27me3 modification levels in both *Mdm2* KD and *Mdm2* OE mESCs (Supplementary Fig. 6a). We further scrutinized H3K27me3 modifications within the promoter region, and the outcomes indicated a lack of statistical significance across the specified mESCs (Supplementary Fig. 6b). These observations collectively suggested that *Mdm2* selectively inhibited *Dux* expression through its H3K27me3-mediated regulatory mechanism.

**Fig. 5:**
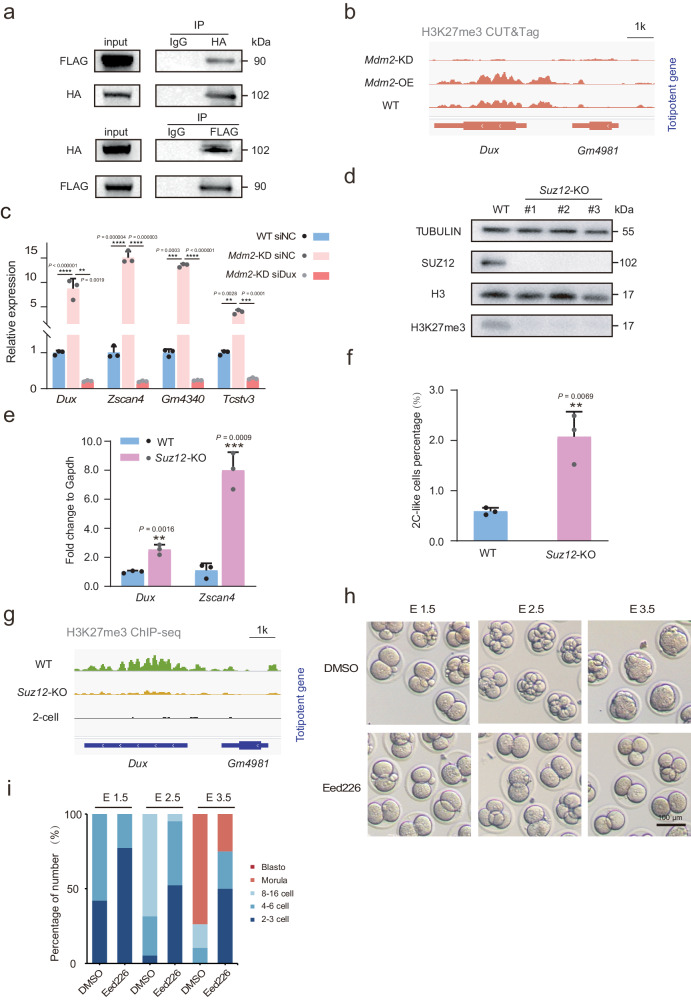
*Mdm2* enhanced H3K27me3 modification at *Dux* in mESCs. **a** Western blotting of MDM2 and SUZ12 for Co-IP results. **b** IGV view of H3K27me3 modification at the *Dux* locus in *Mdm2* KD, *Mdm2* OE and WT mESCs. **c** The relative expression of 2C genes in WT and *Mdm2* KD mESCs subjected to either negative control or *Dux* siRNA treatment. n = 3 biological replicates. **d** Western blot showing the SUZ12 and H3K27me3 expression level in WT and *Suz12* KO mESCs. **e** The percentage of 2CLCs in *Suz12* KO mESCs. n = 3 biological replicates. **f** The relative expression of 2C genes in *Suz12* KO mESCs. n = 3 biological replicates. **g** IGV view of H3K27me3 modification at the *Dux* locus in *Suz12* KO, WT mESCs and 2C embryo. **h**, **i** Representative images and developmental percentages of embryos at different phases following treatment with DMSO or EED226. n = 3 biological replicates. Scale bar, 100 μm. Data are analyzed by Student’s t-test. The data were mean ± SD. **P < 0.01, ***P < 0.001 and ****P < 0.0001.

Some literature has described the H3K27me3 profile in mouse pre-implantation embryos, revealing that the H3K27me3 features in the 2CLCs resemble those of mESCs more closely than 2C embryos. This suggests that only a few critical genes acquire the 2C embryo-specific epigenetic signatures during the transition to the 2C-like state^28,29^. Given these observations, we investigated whether H3K27me3 modification levels influenced the 2C-like state. The PRC2 complex is responsible for H3K27 methylation and the production of H3K27me3 modification^30^. In mouse early embryos, we observed the expression of core PRC2 subunits, namely EZH2, SUZ12 and EED (Supplementary Fig. 6c)^31^. Notably, *Suz12* exhibited strong expression in 2-cell embryos and maintained high expression in the inner cell mass (ICM). Therefore, we focused on the function of *Suz12* and found that *Suz12* knockout resulted in the erasure of overall H3K27me3 in mESCs (Fig. 5d). Depletion of *Suz12* also led to an increased proportion of 2CLCs and elevated expression levels of 2C genes (Fig. 5e, f). To gain further insight about *Suz12*, we reanalyzed H3K27me3 epigenomic datasets in *Suz12* knockout mESCs^32^. We observed a decrease in H3K27me3 intensity specifically at the *Dux* locus in *Suz12* knockout compared to WT mESCs, resulting in a profile more similar to 2C embryos than mESCs (Fig. 5g)^28,29^. Conversely, H3K27me3 binding to other 2C key genes, such as *Zscan4c* and *Zscan4d*, remained unaffected following *Suz12* knockout (Supplementary Fig. 6d). Furthermore, upon evaluating the H3K27me3 profiles of pluripotent genes, we observed an augmentation rather than a reduction in H3K27me3 modification. This heightened modification could conceivably impede pluripotent genes, thereby facilitating the emergence of the 2C-like state (Supplementary Fig. 6e). To further validate the contribution of H3K27me3 modification during embryonic development, we treated zygotes with EED226, a specific inhibitor of the PRC2 complex^33^. This treatment resulted in a delay in zygote development in vitro (Fig. 5h, i). These results underscore the significance of H3K27me3 in regulating totipotency and *Mdm2* could dictate cell fate by H3K27me3 modification at *Dux*.

### *Mdm2* deficiency influences embryonic development

*Dux* exhibits elevated expression levels in 2C embryos, corresponding to the early developmental phases characterized by active ZGA, and subsequently, its expression is downregulated and ultimately silenced^34^. We assessed the expression levels of *Mdm2* in pre-implantation embryos^31^ and observed a decrease in *Mdm2* expression during the 2-cell stage, followed by an increase at the 4-cell stage, in contrast to the expression pattern of *Dux* (Fig. 6a). This suggested that the upregulation of *Mdm2* was required for the termination of ZGA and the exit from the totipotent state. To gain deeper insights into the role of *Mdm2* in early embryo development, we treated single-cell mouse fertilized embryos with Nutlin-3. Remarkably, Nutlin-3 had a significant adverse effect on the development of early mouse embryos, resulting in a higher number of embryos arrested at the 2-cell stage (Fig. 6b, c). This observation underscored the essential role of *Mdm2* in the process of pre-implantation embryo development. Given the critical involvement of *Mdm2* in the regulation of ZGA and subsequent embryonic development in mouse embryos, we sought to explore whether a similar mechanism operates in porcine embryos. Porcine ZGA occurred during the four- to eight-cell stages^35^. Our investigation into the expression profiles of MDM2 and the porcine double homeobox gene, DUXA, revealed expression patterns closely resembling those observed in mice (Fig. 6d)^36^. As expected, the group treated with Nutlin-3 exhibited a reduced blastocyst development rate, and a higher proportion of embryos were arrested at the early embryos state (Fig. 6e, f). In conclusion, the mechanism of *Mdm2*-mediated regulation appeared to be conserved between mice and porcine, highlighting its critical significance in mammalian embryo development.

**Fig. 6:**
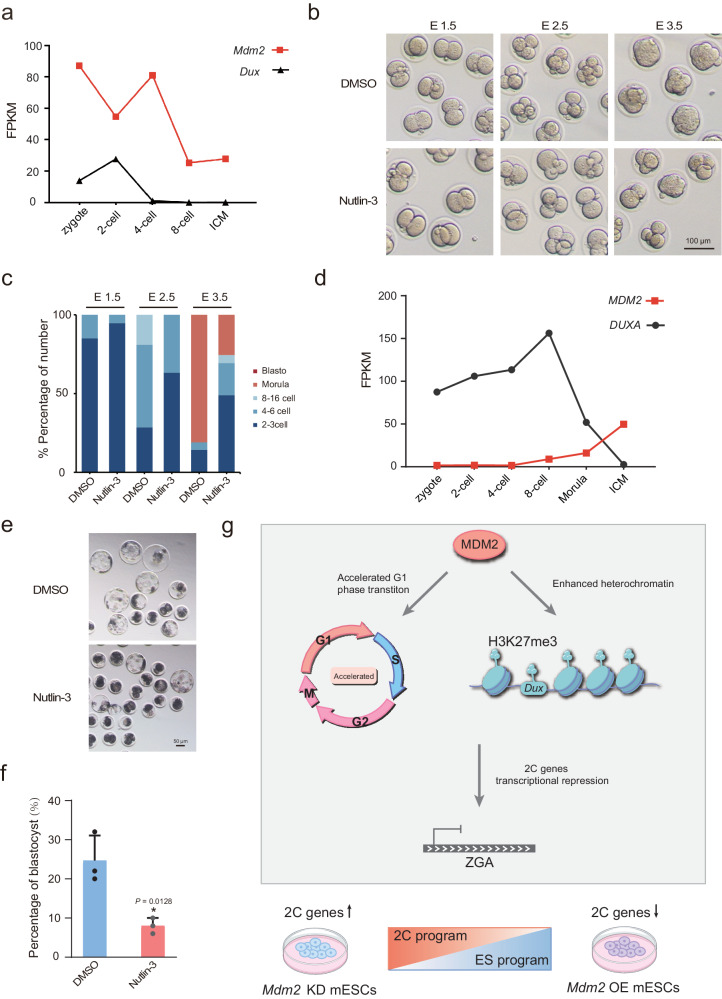
*Mdm2* regulated the embryonic development. **a** *Mdm2* and *Dux* expression level according to RNA-seq during mouse pre-implantation embryos. **b**, **c** The representative images and developmental percentages of mouse embryos at different phases following treatment with DMSO or Nutlin-3. n = 3 biological replicates. Scale bar, 100 μm. **d** MDM2 and DUXA expression level according to RNA-seq during in pig pre-implantation embryos. **e** The microscopy images showing the blastocyst formation in DMSO and Nutlin-3 in groups. Scale bar, 50 μm. **f** The bar plot displaying the blastocyst formation rates in DMSO and Nutlin-3 in groups. n = 3 biological replicates. **g** The models depicting the *Mdm2*-mediated regulatory mechanisms of the totipotency state and ZGA. Data are analyzed by Student’s t-test. The data were mean ± SD. *P < 0.05.

## Discussion

Here, we performed a genome-wide CRISPR KO screen to elucidate the precise regulation of totipotency and pluripotency by employing totipotent-like models in mESCs. In contrast to previous CRISPR KO screens, our screen did not rely on totipotency activators for completion^10^. This method presented challenges, mainly due to technical difficulties stemming from the lower proportion of 2CLCs. To address these challenges, we expanded the mutant pool to encompass 3 × 10^8^ cells. Our screen achieved a successful identification of authentic hits, which are well-recognized for their involvement in orchestrating the transition of totipotency and pluripotency, such as *Zmym2*, *Uhrf1*, *Mga*^10,15,37^. We carefully selected 18 candidates for validation, and nearly 50% of the candidates were perturbed to effectively increase the proportion of 2CLCs, thereby uncovering several factors previously unassociated with the 2C-like state. These candidates arise from disparate pathways; however, they may exhibit interconnections. We have observed that Nutlin-3, an inhibitor targeting *Mdm2*, possesses the ability to reduce *Tcl1* expression in primary B chronic lymphocytic leukemia cells^38^. *Tcl1*, recognized as a crucial pluripotency factor, was recently reported to facilitate metabolic shifts implicated in the transition to the totipotent state^16,39^. Our screening has unveiled that, besides *Tcl1*’s involvement in energy transition promotion, *Eno3*, an enzyme associated with glycolysis, acts as a regulator of totipotency. Additionally, our findings suggested that these candidates played a role in modulating *Dux* expression, potentially positioning them as regulators acting upstream of *Dux*. Therefore, a more in-depth analysis of these newly identified candidates promises to provide profound insights into the underlying network of totipotency.

In our validation studies, we noted a significantly higher proportion of 2CLCs, with a remarkable tenfold increase observed following the perturbation of *Mdm2*, *Tcl1* and *Zmym2*. Furthermore, the perturbation of these factors exerted a notable influence on the expression of genes associated with both totipotency and pluripotency. *Zmym2* had been previously identified, and its knockout was found to result in compromised transitions from totipotency to pluripotency^15^. *Zmym2* facilitated the recruitment of HDAC-containing complexes, leading to their binding to MERVL and subsequent repression of MERVL expression. Therefore, further investigations are necessary to study other unreported factors.

*Mdm2* is traditionally known as a primary inhibitor of P53 and many studies develop *Mdm2* inhibitors to activate P53 for cancer treatment^40^. Recent studies have shown that *Mdm2* individual function independent of P53 and its knockout in P53 deficiency also promotes cancer cell death^27,41^. Obviously, *Mdm2* and P53 are highly valued in cancer therapy. Recently, a report has elucidated that P53 serves as a definitive activator of *Dux* to induce 2CLCs^42^. This discovery suggests that *Mdm2* may regulate 2CLCs through its interaction with P53. However, the exact role of *Mdm2* in this scenario has not been fully understood until now.

Our study observed a contrasting pattern in the expression levels of *Mdm2* during the 2-cell and 4-cell developmental stages, which differed from that of *Dux*, which is 2C activators. This discrepancy suggested the necessity of *Mdm2* emergence for the transition out of totipotency. *Mdm2* played a dual role in cellular processes. First, it exhibited the capacity to modulate the cell cycle, thereby influencing cell fate determination. *Mdm2* induced a speeding up of the G1 phase, leading to the establishment of the pluripotent state^18,43,44^. The control of the cell cycle is crucial for tightly regulating cell numbers in early embryo development and it also plays a fundamental role in governing the balance between self-renewal and differentiation in stem cells. Second, *Mdm2* facilitated the augmentation of H3K27me3 modifications, particularly at the *Dux* locus to facilitating the exit of totipotency. This histone modification, H3K27me3, is recognized for its role in gene silencing^45,46^. And *Mdm2* KO embryos display post-implantation lethality at E3.5^19,20^. These data signify that *Mdm2* activity primarily played a vital role in early embryos and is essential for ensuring normal embryo development.

In summary, our findings support a novel model that underscores the pivotal role of *Mdm2* in orchestrating the precise transition of totipotency to pluripotency while preventing its protracted totipotent state. This regulatory function is paramount for the successful advancement of pre-implantation development (Fig. 6g). Notably, our observations in pig embryos revealed that Nutlin-3, an inhibitor of *Mdm2*, treatment could impede pre-implantation development, suggesting a conserved mechanism of *Mdm2*-mediated ZGA regulation across mammalian species. Furthermore, our screening efforts unveiled a spectrum of negative factors implicated in totipotency and the 2CLCs, thus contributing to illuminate an expanded regulatory network.

## Materials and methods

### Mice

All mice were housed at the China Agricultural University Laboratory Animals Resource Center, where they were subjected to a standard light–dark cycle of 12 h each, and maintained at a temperature of 20–22 °C. All animal experiments were conducted in Sen Wu’s laboratory and were approved by the Institutional Animal Care and Use Committee of China Agricultural University (Approval Number: SKLAB-2012-11). We have complied with all relevant ethical regulations for animal use. The 5 weeks old female ICR mice were procured from Beijing Vital River Laboratory Animal Technology.

### Cell culture

The OG cell lines were maintained on feeder cells using a basic serum/LIF medium. This medium comprised DMEM (Gibco, 10829018), 15% FBS (Gibco, 10099), 1% penicillin/streptomycin (Gibco, 15104122), 1% non-essential amino acids (Gibco, 11140050), 1% GlutaMAX (Gibco, 35050079), 10^6^ units/L of mouse LIF (Millipore, ESG1106) and 100 mM β-mercaptoethanol (Gibco, 15104122). The feeder cells were treated with mitomycin C (Amresco, MJ594) to inhibit their growth and were cultured in DMEM (Gibco, 11960) supplemented with 10% FBS (Gibco, 10099), 1% penicillin/streptomycin (Gibco, 15104122), 1% non-essential amino acids (Gibco, 11140050) and 1% sodium pyruvate (Gibco, 15104122). Other small molecules mentioned in our article were procured from Selleck and added individually to the basal serum/LIF medium at varying concentrations. Subculturing of all cell lines was performed every 2–3 days at a ratio ranging from 1:6 to 1:10 using Tryple (Gibco, 12605028). To establish the MERVL-tdTomato reporter cell lines, the OG cell lines underwent transfection via electroporation and were subsequently selected using 1 µg/ml puromycin for 7 days. Clones were then isolated and confirmed through polymerase chain reaction (PCR) analysis. All cell lines were maintained in a humidified incubator at 37 °C with 5% CO_2_.

### Genome-wide CRISPR KO screens

The CRISPR-Cas9 DNA library contained 130,209 sgRNAs about 20,611 genes constructed by our laboratory. To obtain the mutant cell library, we transfected 10^8^ OG cells with the MERVL reporter by electroporation (2B Nucleofector System, Lonza). After 24 h transfection, the cells were selected with 350 ng/µl G418 (InvivoGen, ant-gn-5) for 7 days. We expanded these cells to 3 × 10^8^ for primary screen. We collected 2C-positive cells using FACS and amplified them for consecutive screen. Each round of screening was repeated three times. Medium needed to be changed every day.

Genomic DNA were extracted from 10^8^ cells of the mutant cell pool and 5–10 × 10^6^ cells of 2C-postive from the consecutive screen. The integrated sgRNA sequences were amplified by PCR using Gotaq DNA Polymerase (Mei5bio, MF002) with the left primer (5′-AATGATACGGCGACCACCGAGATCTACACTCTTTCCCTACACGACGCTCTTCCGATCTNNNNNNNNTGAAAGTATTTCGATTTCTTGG-3′) and the right primer (5′- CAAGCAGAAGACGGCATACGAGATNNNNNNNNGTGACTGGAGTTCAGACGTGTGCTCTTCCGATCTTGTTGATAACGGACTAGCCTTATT-3′). Then PCR products were purified and sequenced by Illumina HiSeq TM4000. We used MAGeCK package to analyze our screening results and took Z-score into consideration. Ggplot2 was used to summarize these results.

### Generation of CRISPR KO cells

To generate CRISPR KO cells, we designed two sgRNAs for each target gene and cloned them into the pSg6 Plasmid. Subsequently, we transfected 10^6^ mESCs using the Lonza 2B Nucleofector System. Twenty-four hours after transfection, cells were subjected to selection with 350 ng/µl G418 for a duration of 7 days. Following selection, individual clones were isolated into a 48-well plate, and their targeted regions were verified. Detailed sequences of the sgRNAs can be found in Table S1.

### Overexpression of MDM2 in mESCs

Total RNA was extracted to amplify the CDS of *Mdm2* by PCR. Subsequently, the amplified fragment was cloned into the PB vector under the control of the EF1α promoter. A total of 4 µg of the vector was transfected into 10^6^ mESCs using the Lonza 2B Nucleofector System. Following transfection, mESCs were cultured for 24 h and then subjected to selection with 350 ng/µl G418 for a period of 7 days. Clones were subsequently isolated and expanded in a 48-well plate to allow for the extraction of RNA and protein.

### RNA extraction and qPCR

Total RNA was extracted from cells using the RaPure Total RNA Kits (Magene, R4011) following the manufacturer’s protocol. Subsequently, 1 µg of RNA was reverse transcribed into cDNA using the ABScript III RT Master Mix (Abclonal, RK20429). qPCR was conducted using the 2x RealStar Green Power Mix (Genestar, A311-10) on a Roche PCR machine. The relative quantification of each gene was achieved by normalizing to *Gapdh*. A complete list of primers utilized for qPCR can be found in Table S2.

### RNA sequencing and bioinformatics analysis

Total RNA was purified using magnetic beads with Oligo (dT) to selectively isolate mRNA. RNA-seq libraries were subsequently constructed and assessed using a combination of TIANGEN Biotech and the Agilent 2100 BioAnalyzer. The sequencing process generated 150 bp paired-end reads using PE150 on an Illumina platform. To analyze the data, clean reads were mapped to the Mus musculus genome using HISAT2. Read counts were quantified using HTSeq-count (v0.6.0) and then normalized to obtain the Fragments Per Kilobase of transcript sequence per Millions base pairs sequenced (FPKM) values. Differentially expressed genes (DEGs) were identified using edgeR with criteria including an absolute log2 (fold change) > 2 and a p value < 0.05. Subsequently, the datasets were further analyzed using the R programming language.

### Flow cytometry

Cell sorting and analysis were carried out using the FACS CaliburTM flow cytometer (BD, San Jose, CA, USA). Data visualization was conducted using FlowJo software version 10. For our gating strategy, we employed wild-type (WT) mESCs with the MERVL reporter.

### Co-immunoprecipitation

Collect 293T cells cultured in 10 cm culture dishes using 1 mL of IP lysis buffer (Beyotime, P0037), and transfer them to 1.5 mL centrifuge tubes. Let them lyse on ice for 30 min. After centrifugation at maximum speed (4 °C, 21,100 g, 10 min), collect the supernatant for subsequent Co-IP experiments. Supernatants were incubated with Pierce™ beads (Thermo Scientific™, 88802) for 6–8 h at 4 °C with rotation. Antibodies used include FLAG (Sigma, F1804, 1:200 mouse) and HA (Beyotime, AH158, 1:200 mouse), IgG (Beyotime, A7028, 1:200 mouse). The protein solution collected was denatured at 95 °C for 10 min using 10% SDS–PAGE for western blot analysis.

### Western blotting

The cells were lysed using IP lysis buffer supplemented with 100× PMSF and incubated on ice for 30 min. The supernatant was obtained by centrifuging at 4 °C and 20,000 × *g* for 15 min. To determine protein concentration, we utilized the BCA protein assay kit (Beyotime, P0012) according to the manufacturer’s instructions. Equal amounts of protein were denatured using 10% SDS–PAGE. For western blotting, the following primary antibodies were used: MDM2 (Abcam, ab259265, 1:1000 rabbit), SUZ12 (Cell Signal Technology, 3737, 1:1000 rabbit), ACTIN (Beyotime, AA128, 1:1000 mouse), TUBULIN (Beyotime, AF2835, 1:1000 mouse), HA (Beyotime, AH158, 1:1000 mouse), FLAG (Sigma, F1804, 1:1000 mouse), H3 (Elabscience, E-AB-22003, 1:1000 mouse) and H3K27me3 (Sigma, 07-449, 1:10,000 rabbit).

### Immunofluorescence

Embryos were subjected to fixation with 4% paraformaldehyde for a duration of 30 min and subsequent permeabilization using 0.5% Triton X-100 for 30 min at room temperature. Blocking of embryos was treated with 1% BSA in PBS supplemented with 0.1% Tween 20, lasting for 60 min at room temperature. Incubation with CDX2 primary antibodies (Biogenex, MU392A, 1:200 mouse) occurred overnight at 4 °C, followed by incubation with secondary antibodies (Invitrogen, A32723, 1:500) for 1 h at room temperature. Lastly, the nuclei of the embryos were stained with DAPI (Beyotime, P0131), and images were acquired using the fluorescence microscope.

### Cell cycle analysis

Cells were fixed by incubating with 70% ethanol at −20 °C overnight. The next day, the fixed cells were centrifuged at 4 °C, 300 × *g*, and washed once with PBS. Afterward, RNase A treatment was performed at 37 °C for 30 min. Finally, the cells were stained with propidium iodide (PI) at 4 °C for 30 min. Cell cycle analysis was performed using a BD flow cytometer, and the data were analyzed with Modfit LT software to determine the distribution of cells across different phases of the cell cycle.

### Nutlin-3 treatment

To inhibit the expression of *Mdm2* in pre-ZGA embryos, zygotes were cultured in KSOM or HM medium supplemented with Nutlin-3 (Selleck, S1061) at a final concentration of 5 μM. DMSO was included as a negative control. The embryos were cultured at 37 °C and monitored daily until they reached the blastocyst stage.

### CUT&Tag

CUT&Tag assay was conducted using the NovoNGS CUT&Tag 3.0 High-Sensitivity Kit (Novoprotein, N259). Approximately 1 × 10^5^ mESCs were incubated with 10 μL of Binding ConA beads. Primary antibodies targeting FLAG (Sigma, F1804, 1:50 mouse) and H3K27me3 (Sigma, 07-449, 1:100, rabbit) were incubated overnight at 4 °C. Subsequently, secondary antibodies were added, and the mixture was incubated at room temperature for 1 h. Following this, the samples were treated with 1 μL of Transposome and incubated at room temperature for 1 h. DNA was then collected for subsequent PCR analysis. The libraries were amplified and subjected to sequencing using the Illumina NovaSeq PE150 platform following the manufacturer’s instructions.

### ChIP-seq and CUT&Tag data analysis

The raw data underwent quality filtering using Trimmomatic to obtain clean data. These clean data were then aligned to the mm10 genome using Bowtie2. For the identification of peaks, we utilized MACS2. Heatmaps were generated using Deeptools, and ChIPseeker was employed to annotate the promoters.

### Public datasets reanalyzed

We conducted a re-analysis of publicly available datasets. H3K27me3 ChIP-seq data for mESCs and SUZ12 KO mESCs were obtained from GSE103685. Additionally, H3K27me3 modification data for 2C embryos were acquired from GSE73952, and RNA-seq data for mouse and pig pre-implantation embryos were retrieved from GSE71434 and GSE163709.

### Statistics and reproducibility

The statistical differences were analyzed by the Student’s t-test when two independent groups were compared. Data are displayed in a bar graph with error bars representing the mean ± SD and individual sample points shown. GraphPad Prism was used for the statistical analysis of data. *P < 0.05, **P < 0.01, ***P < 0.001 and ****P < 0.0001. Three independent biological replicates were included and the figure legends specify the sample sizes.

### Reporting summary

Detailed information on the research design can be found in the Nature Portfolio Reporting Summary associated with this article.

### Supplementary information

Supplementary Material

Description of Additional Supplementary Files

Supplementary Data 1

Reporting-summary

## Data Availability

Additional data are accessible from the corresponding authors. Supplementary Fig. S8 contains uncropped blot images. Source data underlying the article’s graphs and Supplementary Information can be found in Supplementary Data 1. The RNA-seq and Cut Tag data produced in this study are available at GEO with accession numbers GSE269168 and GSE269169.

# Supplementary material for: A CRISPR/Cas9 screen in embryonic stem cells reveals that Mdm2 regulates totipotency exit
**Source:** Commun Biol. 2024 Jul 3;7:809. doi: 10.1038/s42003-024-06507-9
**Supplement:** Supplementary file 1 — Supplementary Material

## Supplementary Figure 1. The establishment and identity of 2CLCs reporter

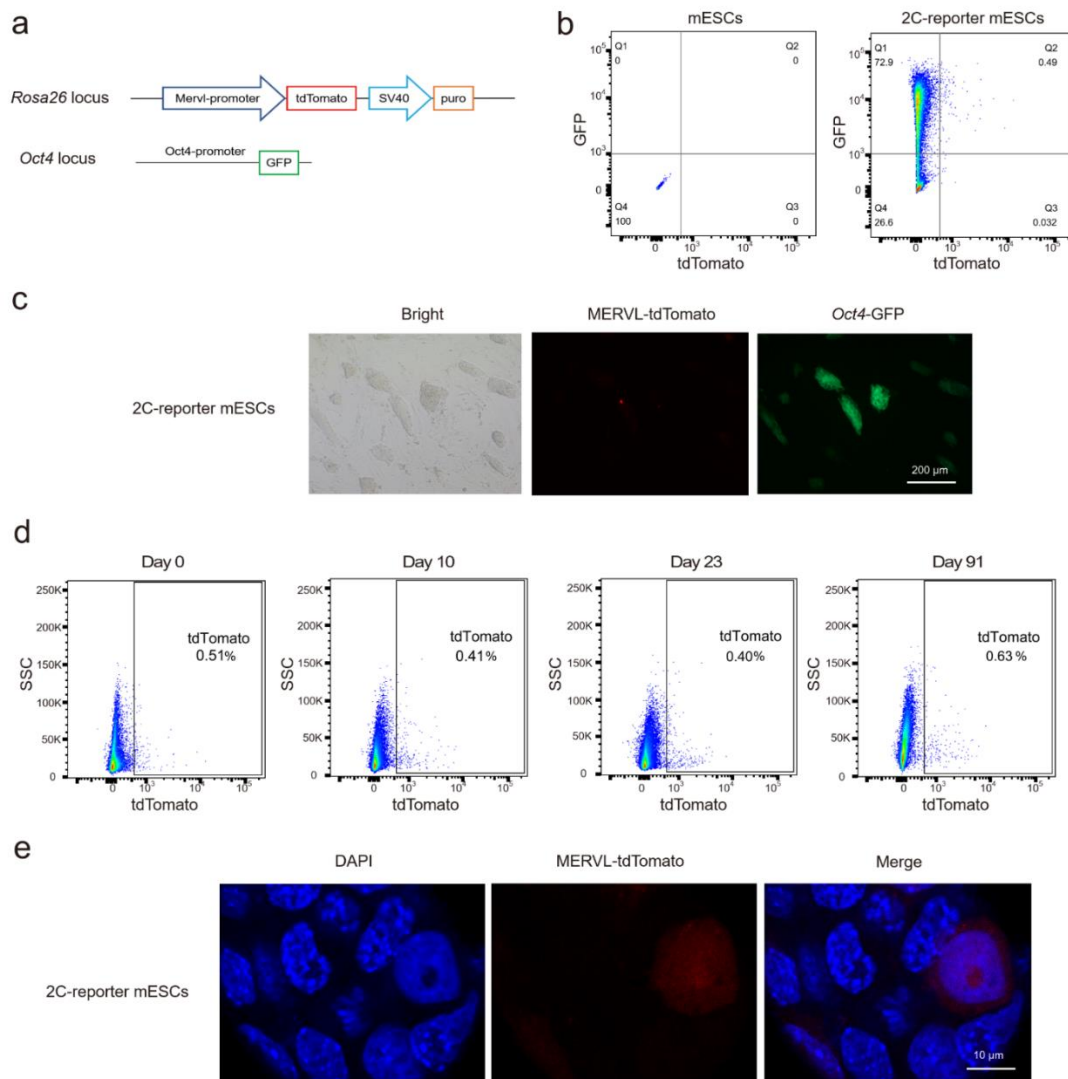

- A construction strategy of the reporter cell line including the OCT4-GFP and MERVL-tdTomato.
- FACS quantifying the tdTomato and GFP percentage of the reporter cell line.
- Microscope pictures (10x) of the reporter cell line.
- FACS showed the percentage of 2CLCs fluctuates with time in WT mESCs.
- Representative images of immunostaining performed in OG2CT.

**Supplementary Figure 2. Analysis of the mutant cell library and screening results**

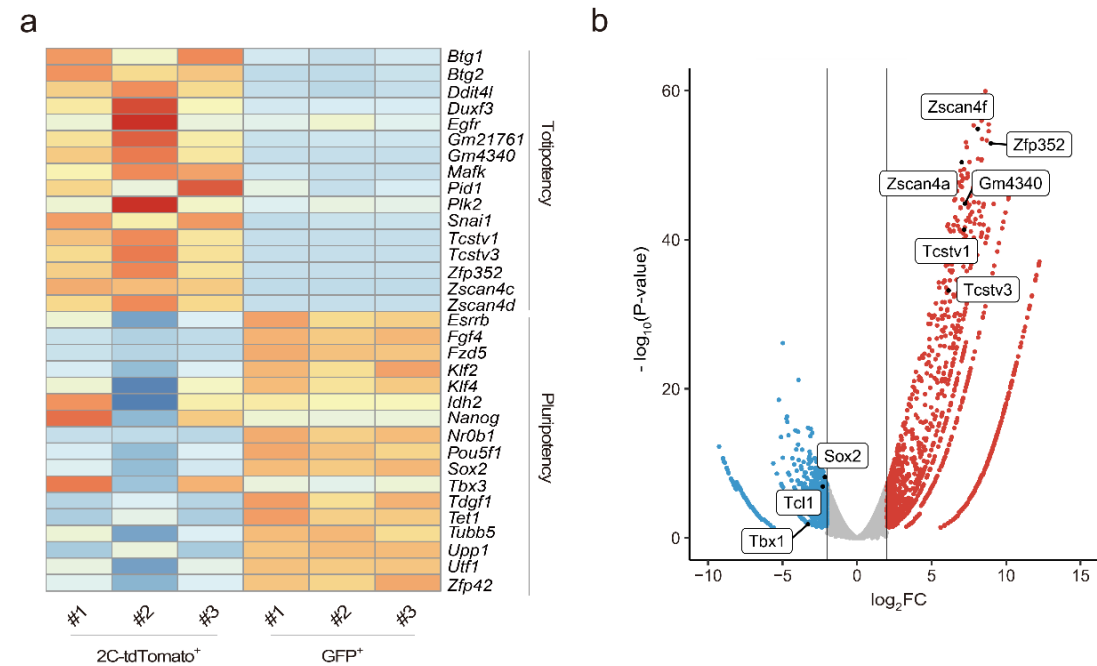

a. Heatmap analysis of 2C genes and pluripotency genes in 2CLCs. n = 3 biological

replicates per group.

b. 

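Eif1ad2, a translation initiation factor-like gene of early embryos, was at 52.0 ± 44.2 CPM (SD, n = 3) in tdTomato+ cells and at 0.197 ± 0.115 CPM (SD, n = 3) in GFP+ mESCs. Its log2 fold change was 7.96 (standard error 0.895, adjusted p = 0.00234 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Lower in tdTomato+ cells were Lef1 and Notum, a transcription factor and a secreted inhibitor of Wnt signaling, and Otx2 and Zic2, transcription factors of the formative and primed epiblast. Lef1 fell by 3.46 on the log2 scale (standard error 0.632, adjusted p = 0.00959), Otx2 by 3.44 (standard error 0.835, adjusted p = 0.0252), Notum by 3.31 (standard error 0.830, adjusted p = 0.0283) and Zic2 by 2.98 (standard error 0.595, adjusted p = 0.0128, all from the same edgeR test). In tdTomato+ replicate 2, Otx2 was at 6.36 CPM and Zic2 at 56.5 CPM, against 0.737 and 12.7 CPM in replicate 1 and 0.846 and 14.7 CPM in replicate 3 (scaled over all 12 libraries). Of 19 formative and primed epiblast markers, 7 fell and 2 rose (7 and 2 when adjusted over the list alone), with a median log2 fold change of -0.47. The list had a camera adjusted p = 0.00755, and an adjusted p = 0.147 with an estimated correlation. Among all genes tested, 3139 were higher and 1770 lower in tdTomato+ cells at an adjusted p under 0.05 from edgeR, of which 1128 and 84 were assembled loci. At the study's thresholds, an absolute log2 fold change over 2 and a p under 0.05, the counts were 2215 and 196. With each library left out in turn, these counts ran from 2435 to 2763 higher and from 179 to 485 lower. Of the 9 genes labelled in the volcano plot, 6 rose and 1 fell. Without tdTomato+ replicate 2, 5962 genes were higher and 5031 lower by the adjusted p. Without GFP+ replicate 1, the counts were 1745 and 582, and leaving out GFP+ replicate 2 or 3 gave 1897 and 648 or 1915 and 630. Without tdTomato+ replicate 3, 1131 genes were lower.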

Volcano plot of differentially expressed genes between 2CLCs and mESCs. Red dots

represented the genes of  $\log_2FC > 2$  and blue dots represented the genes of  $\log_2FC < -2$ .

We specifically labeled 2C genes and pluripotency key genes. n = 3 biological replicates

per group.

c. Summary of Illumina read counts and sgRNA abundance for individual samples is

presented.

# Supplementary Figure 3. Validated the regulators of 2C and ZGA genes

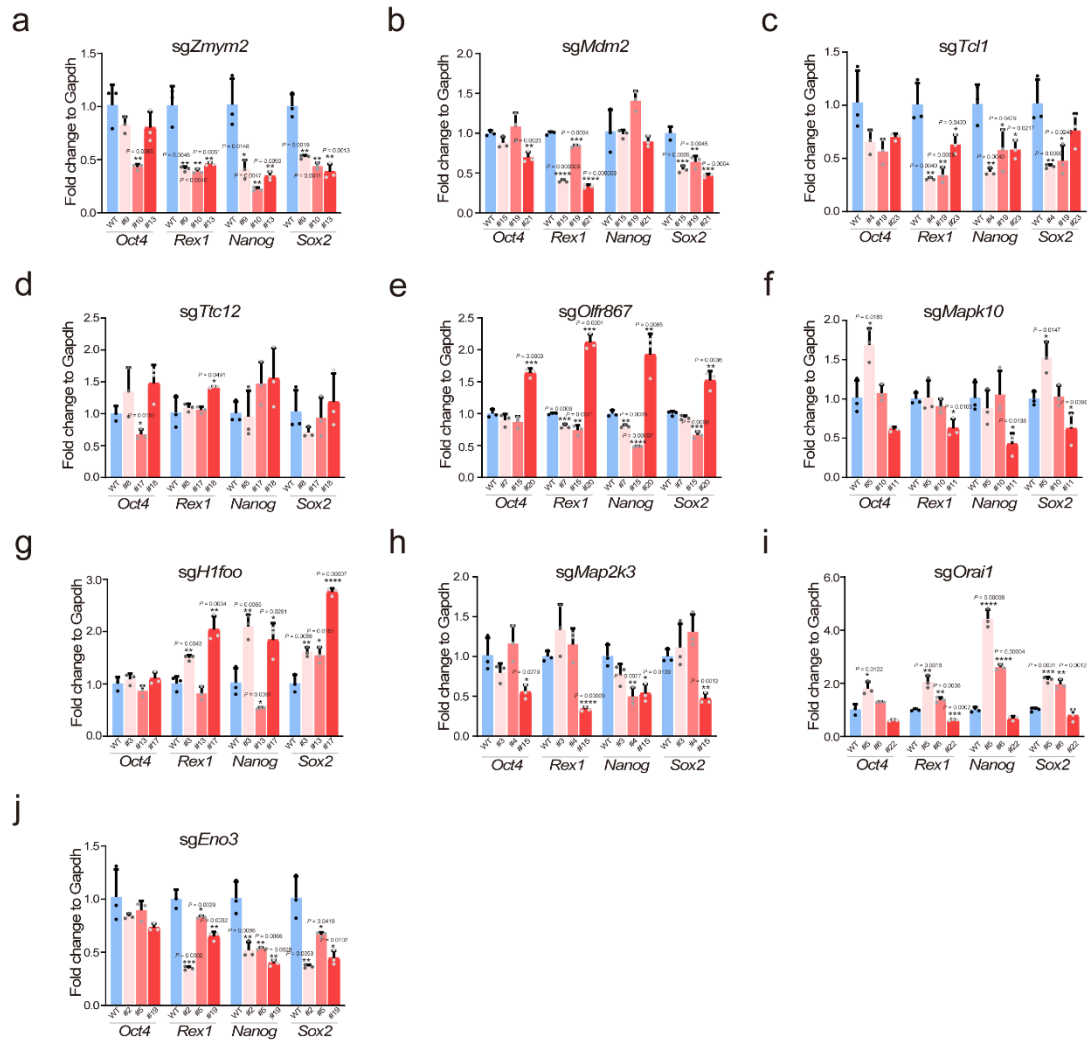

a-j. The relative expression of pluripotency genes in important candidate gene by RT-

PCR. n = 3 biological replicates.

Data are analyzed by Student's t -test. The data were mean  $\pm$ SD. \* P < 0.05, \*\* P < 0.01, \*\*\* P

< 0.001 and \*\*\*\*P < 0.0001.

# Supplementary Figure 4. The characterization of *Mdm2* KD mESCs

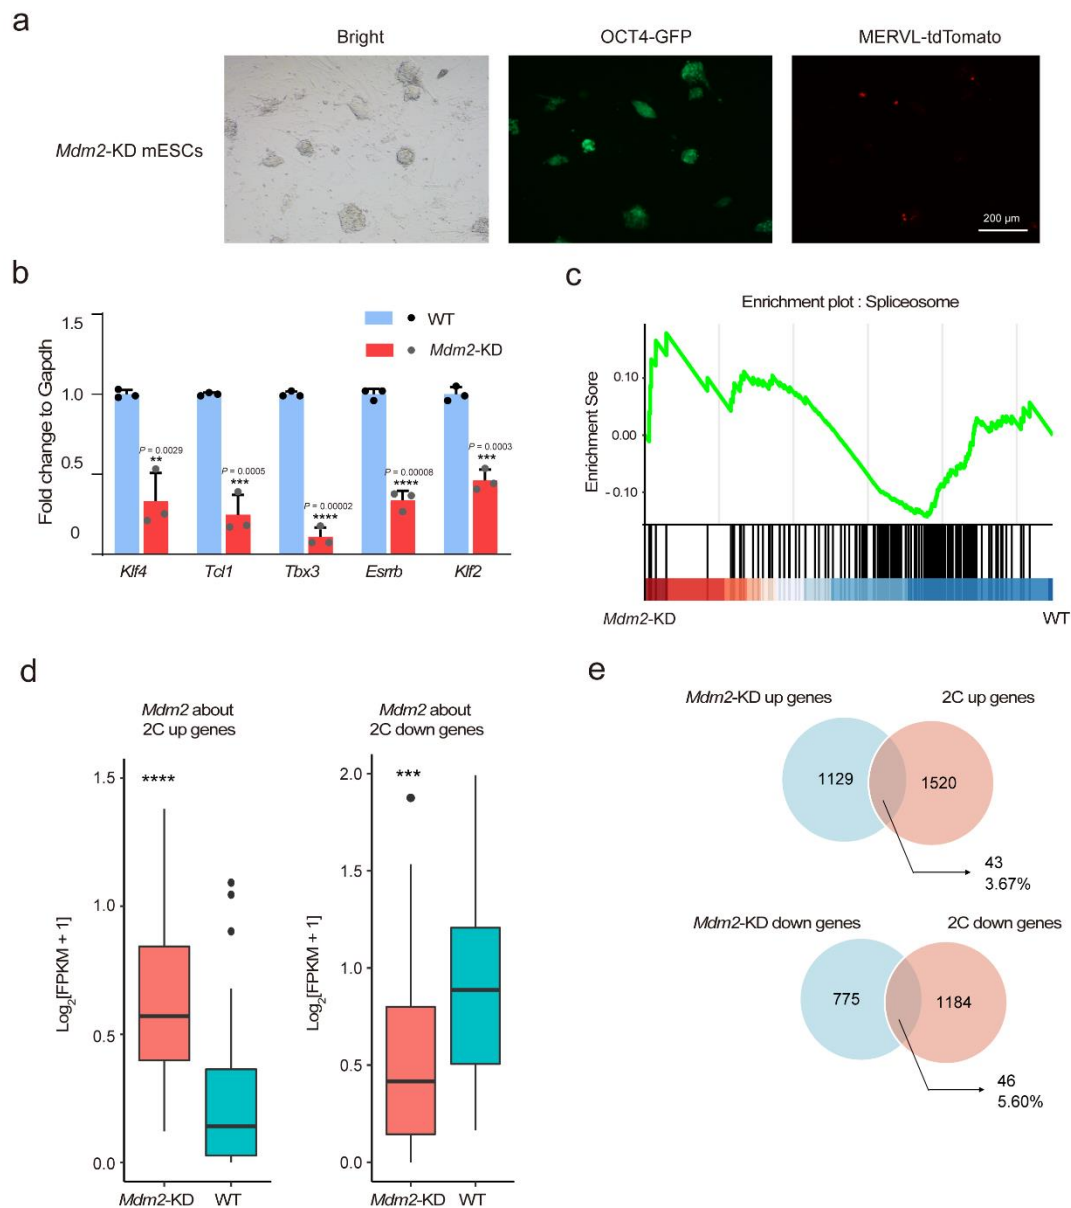

a. Microscope pictures(10x) of *Mdm2* KD mESCs.

b. The relative expression of important pluripotency genes in *Mdm2* KD mESCs by RT-PCR.

n = 3 biological replicates. The data were mean  $\pm$ SD.

c. GSEA analysis indicated down-regulation of spliceosome in *Mdm2* KD mESCs compared with WT mESCs.

d. The Venn diagram of overlapping genes of *Mdm2* regulatory genes and 2C regulatory

genes, respectively. *Mdm2* regulatory genes are defined by  $\text{Log2FC} \geq 2$  or  $\text{Log2FC} \leq -2$  with  $P < 0.05$  in *Mdm2* KD mESCs compared to mESCs. 

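Dazl, an RNA-binding protein gene of germ cells, rose by 2.44 in Mdm2 KD compared with WT mESCs (standard error 0.215, adjusted p = 5.97e-06) on the log2 scale, and Cdh11, a cadherin gene of mesenchymal cells, fell by 3.12 (standard error 0.155, adjusted p = 2.39e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The 10 largest falls among the named genes were Ifi207, Ifit3, Ifi203, Ifit1, Isg15, Ifi44, Mndal, Usp18, Rtp4 and Ifi202b. Their log2 fold changes ran from -9.51 for Ifi207, with 0 counts in Mdm2 KD libraries, to -5.70 for Ifi202b. Whether these falls share a cause was not tested. Ifit3, an antiviral gene, was at 41.0 ± 1.85 CPM in WT mESCs and at 0.290 ± 0.0858 CPM in Mdm2 KD mESCs, and Isg15, a ubiquitin-like modifier, at 77.2 ± 4.48 and 0.883 ± 0.555 CPM (SD, n = 3). Their log2 fold changes were -7.10 (standard error 0.209, adjusted p = 5.29e-08) and -6.42 (standard error 0.260, adjusted p = 1.07e-07 from the same edgeR test). Clec10a, a lectin gene, had 510 counts in the Mdm2 KD libraries and 0 in the WT libraries. At an absolute log2 fold change over 2 and an unadjusted p under 0.05, 1813 genes were higher and 841 lower in Mdm2 KD mESCs. At an adjusted p under 0.05 and any fold change, 5769 were higher, of which 1055 were assembled loci, and 4795 lower, of which 76 were. In 66.5% of the genes tested, no Mdm2 KD library overlapped a WT library in level, where chance gives 10%. With an absolute fold change over 2, the threshold in the paper's results text, 3208 genes were higher and 2453 lower.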

2C regulatory genes are defined by  $\text{Log2FC} \geq 2$  or  $\text{Log2FC} \leq -2$  with  $P < 0.05$  in 2CLCs compared to mESCs.

e. 

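In Mdm2 KD mESCs, the 1472 genes that were higher in both Mdm2 KD mESCs and tdTomato+ cells had a median log2(FPKM + 1) of 1.655, from the authors' FPKM values averaged over 3 libraries. In WT mESCs their median was 0.0352. The SD of the 3 libraries' own medians was 0.342 in Mdm2 KD and 0.00311 in WT mESCs. The 8 genes that were lower in both had medians of 0.1665 in Mdm2 KD mESCs (SD of library medians 0.151) and 0.895 in WT mESCs (SD 0.0284). Without tdTomato+ replicate 2, 118 genes were lower in both, with medians of 0.3927 and 2.304, and without GFP+ replicate 2 or 3, 6 genes were, with medians of 0.4122 and 1.39. Over the 22 alternative settings and left-out libraries, the medians of the genes lower in both ran from 0.0505 to 0.9843 in Mdm2 KD and from 0.4469 to 2.304 in WT mESCs, and those of the genes higher in both from 0.8602 to 1.687 and from 0.00903 to 0.05882. These medians are on a scale with a pseudocount of 1, which understates the change of genes with low FPKM.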

The box plot showing different expression levels of *Mdm2* repressing about 2C up genes and *Mdm2* activating about 2C down genes.

# Supplementary Figure 5. *Mdm2* influenced cell cycle to regulate 2C-Like state

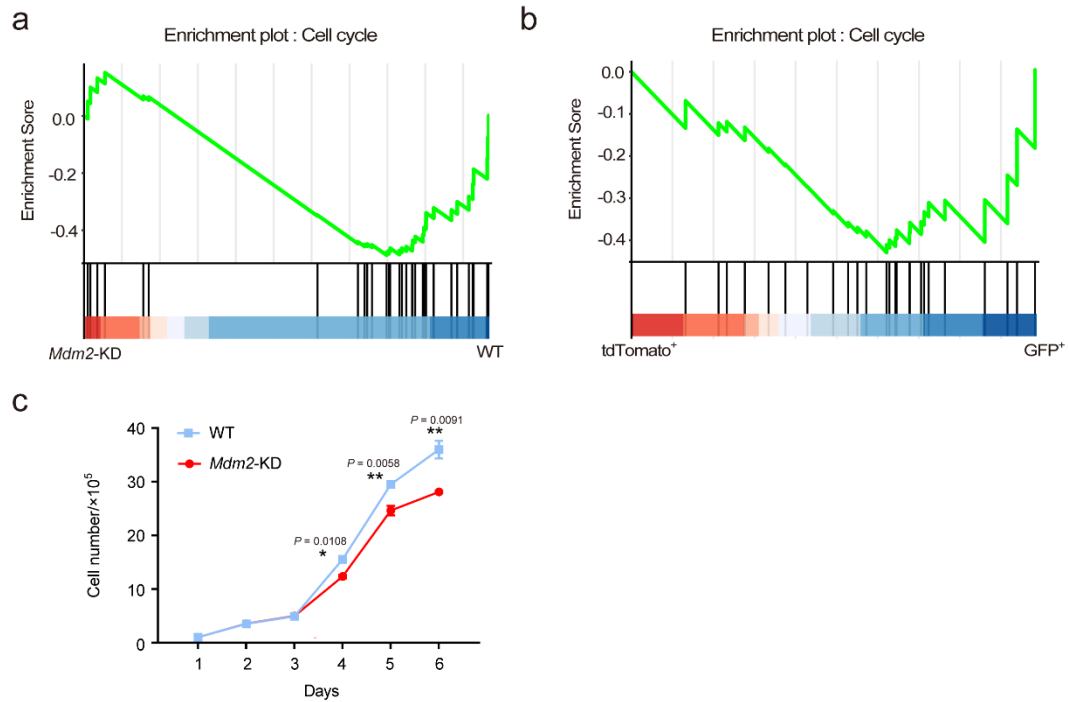

a. GSEA analysis of *Mdm2* KD and WT mESCs for the cell cycle gene set.

b. 

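Ung, which encodes a uracil-DNA glycosylase of DNA repair, was at 76.8 CPM in tdTomato+ cells and at 186 CPM in GFP+ mESCs. It fell by 1.28 on the log2 scale (standard error 0.0935, adjusted p = 7.75e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and E2f8, a repressor of E2F targets, and Rpa2, of the single-stranded DNA-binding complex, fell by 0.99 and 0.80. Among G2/M genes, Anp32e, which encodes a histone chaperone, fell by 0.79 (standard error 0.0916, adjusted p = 0.00247 from the same edgeR test). Smc4 and Tacc3, a condensin subunit and a spindle protein gene, rose by 0.64 (standard error 0.0823, adjusted p = 0.00310) and 0.77 (standard error 0.106, adjusted p = 0.00373 from the same edgeR test). Of 46 S phase genes, 25 fell in tdTomato+ cells, 1 rose and 20 did not pass (32 and 2 when adjusted over the list alone), with a median log2 fold change of -0.62, a camera adjusted p = 2.31e-10, and an adjusted p = 0.102 with an estimated correlation. Of 55 G2/M genes, 13 rose, 4 fell and 38 did not pass (16 and 8 when adjusted over the list alone), with a median of 0.22 and an adjusted p = 0.306 from camera on the edgeR fit. tdTomato+ replicate 2 differed from the other libraries of its group at Uhrf1, with 744.5 CPM against 419 and 390.5 CPM in replicates 1 and 3 (scaled over all 12 libraries).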

GSEA analysis of 2CLCs and mESCs for the cell cycle gene set.

c. Growth curves of *Mdm2* KD and WT mESCs. n = 3 biological replicates. The data were mean

±SD and performed by Student's t-test. \*\*  $P < 0.01$ , \*\*\*  $P < 0.001$  and \*\*\*\*  $P < 0.0001$ .

**Supplementary Figure 6. H3K27me3 modifications influenced totipotency**

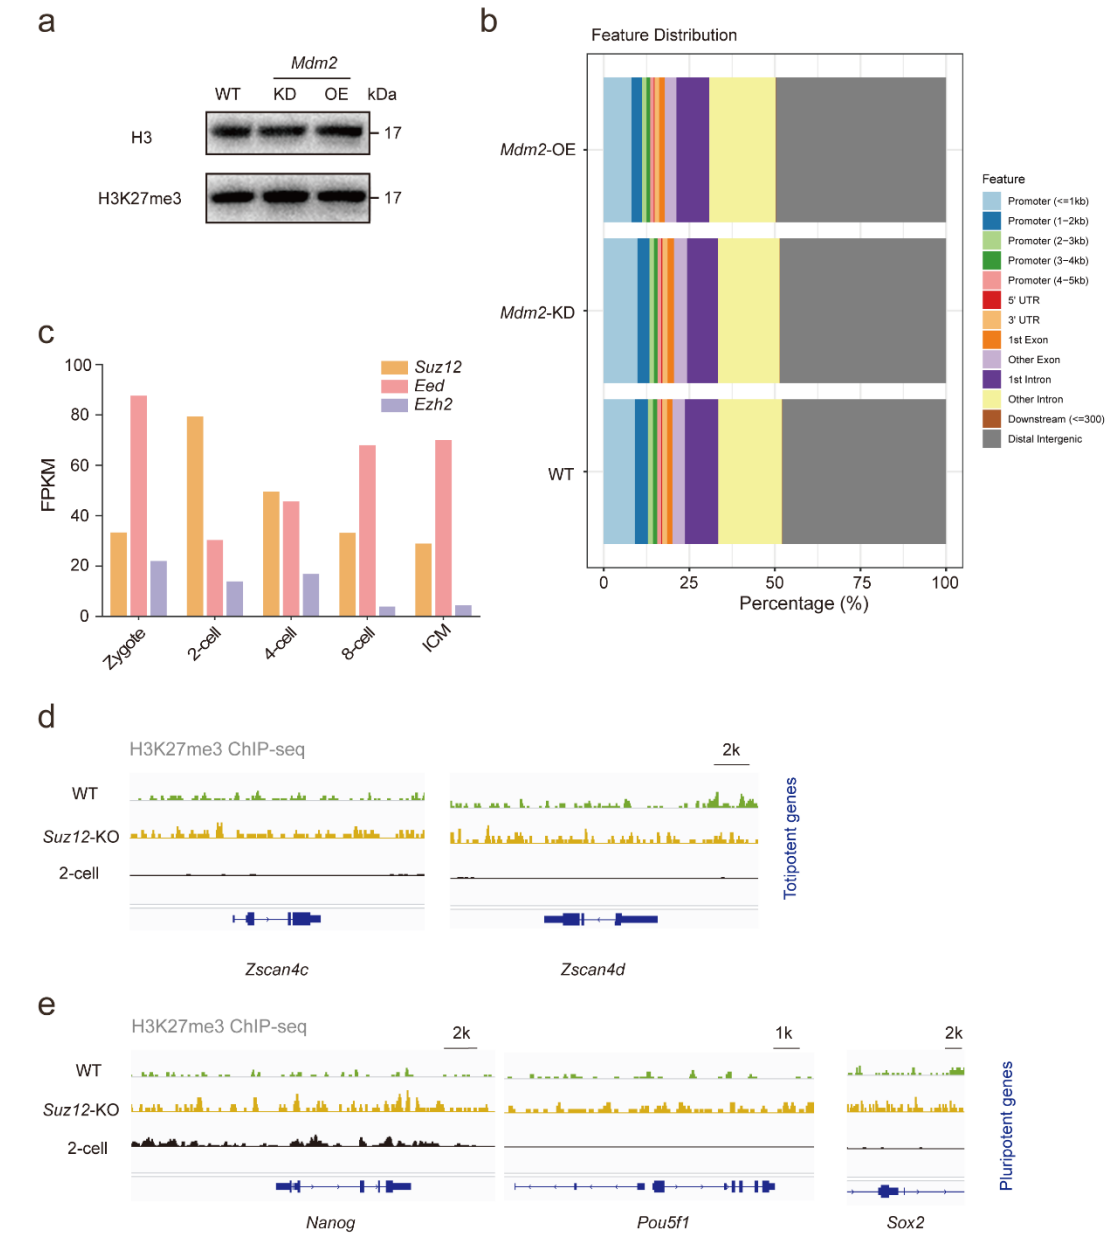

a. Western blot showed H3K27me3 expression level in the indicated mESCs with three

similar results by western blot.

b. The distributions of differential H3K27me3 modifications in indicated mESCs.

c. *Suz12*, *Eed* and *Ezh2* expression level according to RNA-seq during in mouse pre-implantation embryos.

d. IGV view of H3K27me3 ChIP-seq results for 2C genes in *Suz12* KO, WT mESCs and

2C embryo.

e. IGV view of H3K27me3 ChIP-seq results for pluripotency genes in *Suz12* KO, WT

mESCs and 2C embryo.

**Supplementary Figure 7. The strategy for gating in the FACS plots.**

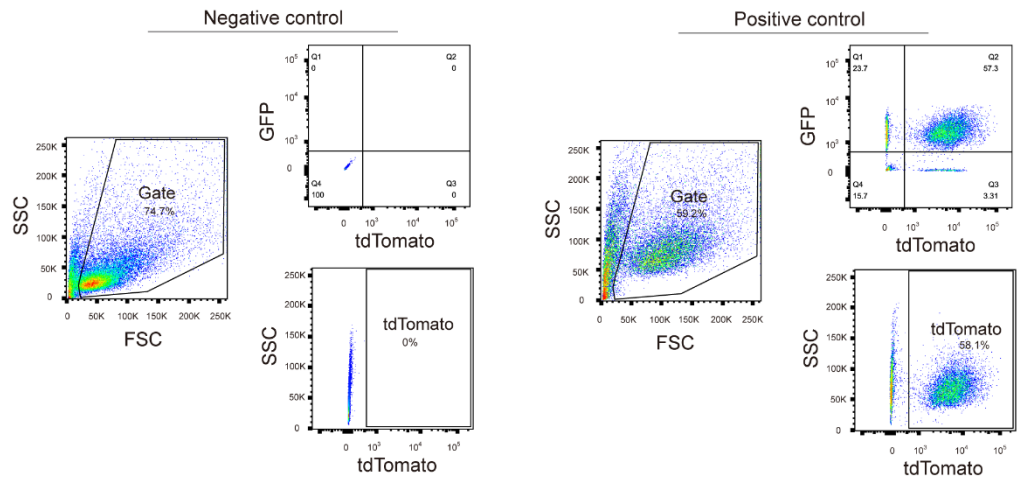

**Supplementary Figure 8. The original and unedited blot images.**

Figure 3a

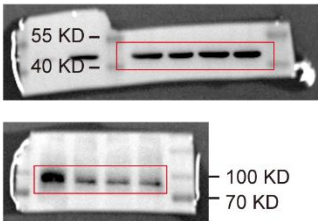

Figure 3i

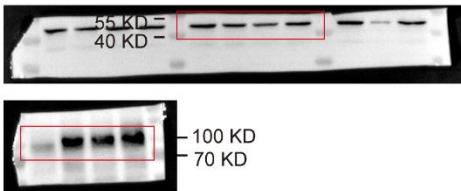

Figure 5a

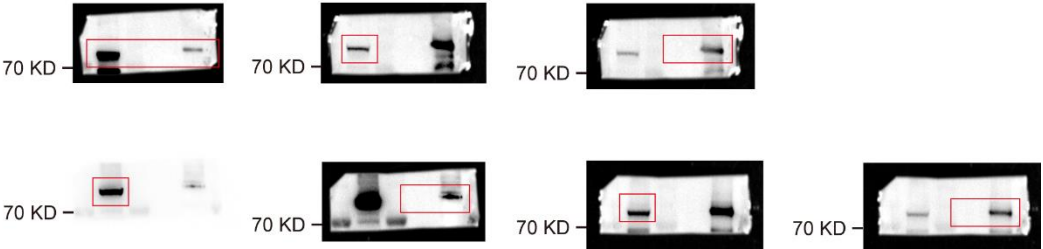

Figure 5d

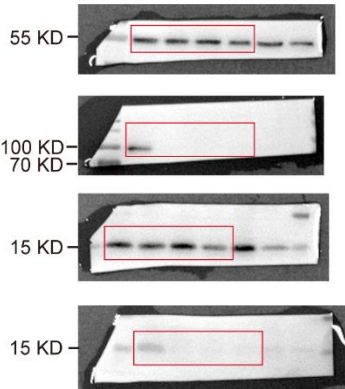

Supplementary Figure 6a

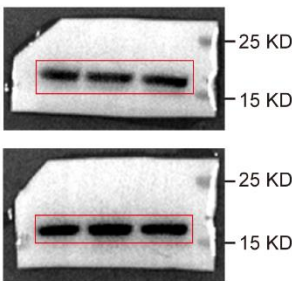

**Supplementary Table 1. List of target genes and sgRNA sequence.**

| Gene           | sgRNA sequence        |
|----------------|-----------------------|
| <i>Mdm2</i>    | AGTGTCGTTTTGCGCTCCAA  |
| <i>Mdm2</i>    | CGACACTTACACTATGAAAG  |
| <i>Mnt</i>     | CTTCGAATCTGAGCGTGCTG  |
| <i>Mnt</i>     | GAAGCGCAACATCCCCAACG  |
| <i>Uhrf1</i>   | TCCCATCCATAGTTTGAACC  |
| <i>Uhrf1</i>   | GGACAGAGAGTTTACGGTGT  |
| <i>Tcl1</i>    | TGGATGAGTTTCGTCTGAAGC |
| <i>Tcl1</i>    | CTGCACACCCCAACCGCCTG  |
| <i>Zmym2</i>   | GCAATTCATTATCAGACCAT  |
| <i>Zmym2</i>   | TTCGGTATCTGTAAAGCAG   |
| <i>Dnmt1</i>   | CACCTAGTTCCGTGGCTACG  |
| <i>Dnmt1</i>   | CATCACGGCTCACTTCACGA  |
| <i>Map2k3</i>  | CACAGGTGGCTTGGACACGC  |
| <i>Map2k3</i>  | TCCCGGACCTTCATCACTAT  |
| <i>Mapk10</i>  | CTACTGCAGTGAACCAACCT  |
| <i>Mapk10</i>  | CACTGCAGTAGTATAAGAAA  |
| <i>Eno3</i>    | TGGAGACAAAGCACGATACC  |
| <i>Eno3</i>    | CATGCAAAAAATCTTCGCCC  |
| <i>Baz1a</i>   | TTCACCGAAAGCCTTTCGTG  |
| <i>Baz1a</i>   | AAACTTCCTCGTCCGGCCGC  |
| <i>H1foo</i>   | AGTTGCCGCAGAATCCAAGC  |
| <i>H1foo</i>   | CTGGAAACTGGCGTTCGTCTG |
| <i>Ddx49</i>   | TAGAACAGTGTCGACAGCTG  |
| <i>Ddx49</i>   | GATCGGGTTGTCGTCTGGC   |
| <i>Thoc1</i>   | ACTGCCTTCAGTCAGTTACC  |
| <i>Thoc1</i>   | ACCTCTGAAAGCTTGGTCAA  |
| <i>Orai1</i>   | CCTCAACGAGCACTCGATGC  |
| <i>Orai1</i>   | TCCGGATTGCTGTGACTCGG  |
| <i>Olfr867</i> | CATAGGAATCACACCCAGTA  |
| <i>Olfr867</i> | CTATATAGAATGCCTTACAC  |
| <i>Zfp93</i>   | GACAACAGCCACATCCCTGA  |
| <i>Zfp93</i>   | GGAGAACTTCAGGAACCTCC  |
| <i>Slc26a4</i> | CACCAGCCCAGTGCTAACTC  |
| <i>Slc26a4</i> | CTCCGGAGATGATGTCACTG  |
| <i>Ppp2r2c</i> | TGTATACATCGTACTCACCC  |
| <i>Ppp2r2c</i> | GAGTGCGCGGCGTTCTGCTG  |
| <i>Suz12</i>   | AGAGTTCTGTGCAAAAATAT  |
| <i>Suz12</i>   | AGAAATCTATATATCTGTGT  |

**Supplementary Table 2. List of RT-qPCR Primers.**

| List of RT-qPCR Primers |                             |
|-------------------------|-----------------------------|
| Primer Name             | Sequence                    |
| mDux_qPCR_F             | CCCAGCGACTCAAACCTCTTC       |
| mDux_qPCR_R             | CCCTGCTGCCAGGATTCTA         |
| mZscan4_qPCR_F          | CCCTTCCTAGTGGTCGTGAATGTCTTT |
| mZscan4_qPCR_R          | CTGCTGTGAAGCCATTGTGGTGAC    |
| mTcstv3_qPCR_F          | ACCAGCTGAAACATCCATCC        |
| mTcstv3_qPCR_R          | CCATGGATCCCTGAAGGTAA        |
| mGm4340_qPCR_F          | CGAGGCACTGGGTCTAAGAG        |
| mGm4340_qPCR_R          | CCAATGAACAGGTCATGCTG        |
| mOct4_qPCR_F            | TAGGTGAGCCGTCTTTCCAC        |
| mOct4_qPCR_R            | GCTTAGCCAGGTTTCGAGGAT       |
| mSox2_qPCR_F            | ATTTAGAGCTAGACTCCGGGCGAT    |
| mSox2_qPCR_R            | CTCCTTCCTTGTTTGTAACGGTCC    |
| mNanog_qPCR_F           | TTGCTTACAAGGGTCTGCTACT      |
| mNanog_qPCR_R           | ACTGGTAGAAGAATCAGGGCT       |
| mRex1_qPCR_F            | TTGGGGCGAGCTCATTACTT        |
| mRex1_qPCR_R            | TTGCCACACTCTGCACACAC        |
| mActin_qPCR_F           | TAGGCACCAGGGTGTGATGG        |
| mActin_qPCR_R           | CATGGCTGGGGTGTTGAAGG        |
| mGadph_qPCR_F           | CTTCAACAGCAACTCCCACTC       |
| mGadph_qPCR_R           | CCTGTTGCTGTAGCCGTATTC       |

# Supplementary material for: A CRISPR/Cas9 screen in embryonic stem cells reveals that Mdm2 regulates totipotency exit
**Source:** Commun Biol. 2024 Jul 3;7:809. doi: 10.1038/s42003-024-06507-9
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

**File name:** Supplementary Data 1

**Description:** This Excel file contains the source data used to generate the graphs in the paper.

# Supplementary material for: A CRISPR/Cas9 screen in embryonic stem cells reveals that Mdm2 regulates totipotency exit
**Source:** Commun Biol. 2024 Jul 3;7:809. doi: 10.1038/s42003-024-06507-9
**Supplement:** Supplementary file 4 — Reporting-summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | The analysis of MERV+ cells were carried out using BD flow cytometer. qPCR were conducted by Roche LightCycler 480II. CUT&Tag and RNA seq were performed by Illumina platform. |
| Data analysis   | DESeq2 v1.24.0, ClusterProfiler v4.6.0,Bowtie2 v2.25,TrimGalore v0.5.0,BEDTools v2.29.2, MACS v1.4.2, Chipseeker v1.26.2, graphad prism9                                       |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The data produced and examined in this study are presented within the published article or available upon request from the corresponding author.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |     |
|--------------------------------------------------------------------|-----|
| Reporting on sex and gender                                        | N/A |
| Reporting on race, ethnicity, or other socially relevant groupings | N/A |
| Population characteristics                                         | N/A |
| Recruitment                                                        | N/A |
| Ethics oversight                                                   | N/A |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | The determination of sample sizes did not involve the use of statistical methods. We chose three or more sample sizes to obtain a sufficient number of replicates for subsequent statistical analysis. And the specific sample size for each experiment was dictated by the availability of biological samples. Comprehensive information regarding sample size and the statistical analysis conducted is provided within the figure legends and the methods section. |
| Data exclusions | No data were excluded from the data analysis.                                                                                                                                                                                                                                                                                                                                                                                                                         |
| Replication     | The experiments were independently replicated at least twice and repeated at least three times to ensure the validity of the results.                                                                                                                                                                                                                                                                                                                                 |
| Randomization   | The embryo experiments are conducted randomly, and all embryos are collected. Subsequently, the embryos are evenly distributed into separate culture medium droplets, each containing an equal number, for various subsequent treatments using a pipette. Cell experiments, including transfection, transduction, Western blotting, and Flow cytometry were independently performed at least three times.                                                             |
| Blinding        | N/A                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

|                          |                                                                 |
|--------------------------|-----------------------------------------------------------------|
| n/a                      | Involved in the study                                           |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> Animals and other organisms |
| <input type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input type="checkbox"/> | <input type="checkbox"/> Plants                                 |

### Methods

|                          |                                                    |
|--------------------------|----------------------------------------------------|
| n/a                      | Involved in the study                              |
| <input type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> Flow cytometry |
| <input type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | The following primary antibodies were used: MDM2 (Abcam, ab259265), SUZ12 (Cell Signal Technology, 3737), GAPDH (Cell Signal Technology, 7616), H3 (elabscience, E-AB-22003), and H3K27me3 (Sigma, 07-449), FLAG (Sigma, F1804), HA (Beyotime, AH158).                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
| Validation      | These antibodies have undergone validation in various documented studies. The origins of these antibodies are as follows:<br>anti-MDM2 ( <a href="https://www.abcam.com/products/primary-antibodies/mdm2-antibody-epr22256-98-ab259265.html">https://www.abcam.com/products/primary-antibodies/mdm2-antibody-epr22256-98-ab259265.html</a> )<br>anti-SUZ12 ( <a href="https://www.cellsignal.cn/products/primary-antibodies/suz12-d39f6-xp-rabbit-mab/3737">https://www.cellsignal.cn/products/primary-antibodies/suz12-d39f6-xp-rabbit-mab/3737</a> )<br>anti-H3K27me3 ( <a href="https://www.sigmaaldrich.com/US/en/product/mm/07449">https://www.sigmaaldrich.com/US/en/product/mm/07449</a> )<br>anti-H3 ( <a href="https://www.elabscience.com/p-histone_h3_monoclonal_antibody-24655.html">https://www.elabscience.com/p-histone_h3_monoclonal_antibody-24655.html</a> )<br>anti-GAPDH ( <a href="https://www.cellsignal.cn/products/primary-antibodies/gapdh-14c10-rabbit-mab/2118">https://www.cellsignal.cn/products/primary-antibodies/gapdh-14c10-rabbit-mab/2118</a> )<br>anti-HA ( <a href="https://www.beyotime.com/product/AH158.htm">https://www.beyotime.com/product/AH158.htm</a> )<br>anti-FLAG ( <a href="https://www.sigmaaldrich.cn/CN/zh/product/sigma/f1804">https://www.sigmaaldrich.cn/CN/zh/product/sigma/f1804</a> ) |

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                      |                                                                    |
|----------------------------------------------------------------------|--------------------------------------------------------------------|
| Cell line source(s)                                                  | The OCT4-GFP ESCs were established from mouse blastocysts.         |
| Authentication                                                       | The cell lines were identified by PCR and microscopic examination. |
| Mycoplasma contamination                                             | All cell lines are free of Mycoplasma contamination.               |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | None                                                               |

## Palaeontology and Archaeology

|                                                                                                                                                 |                                                                                                                                                                                                                                                                                      |
|-------------------------------------------------------------------------------------------------------------------------------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Specimen provenance                                                                                                                             | <i>Provide provenance information for specimens and describe permits that were obtained for the work (including the name of the issuing authority, the date of issue, and any identifying information). Permits should encompass collection and, where applicable, export.</i>       |
| Specimen deposition                                                                                                                             | <i>Indicate where the specimens have been deposited to permit free access by other researchers.</i>                                                                                                                                                                                  |
| Dating methods                                                                                                                                  | <i>If new dates are provided, describe how they were obtained (e.g. collection, storage, sample pretreatment and measurement), where they were obtained (i.e. lab name), the calibration program and the protocol for quality assurance OR state that no new dates are provided.</i> |
| <input type="checkbox"/> Tick this box to confirm that the raw and calibrated dates are available in the paper or in Supplementary Information. |                                                                                                                                                                                                                                                                                      |
| Ethics oversight                                                                                                                                | <i>Identify the organization(s) that approved or provided guidance on the study protocol, OR state that no ethical approval or guidance was required and explain why not.</i>                                                                                                        |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                                                                                           |
|-------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | The 5 weeks old Female ICR mice were procured from Beijing Vital River Laboratory Animal Technology. All mice were housed at the China Agricultural University Laboratory Animals Resource Center, where they were subjected to a standard light-dark cycle of 12 hours each, and maintained at a temperature of 20-22°C. |
| Wild animals            | No wild animals were used in the study.                                                                                                                                                                                                                                                                                   |
| Reporting on sex        | No Reporting on sex was used in the study.                                                                                                                                                                                                                                                                                |
| Field-collected samples | No field-collected samples were used in the study.                                                                                                                                                                                                                                                                        |
| Ethics oversight        | All animal experiments were conducted in Sen Wu's laboratory and were approved by the Institutional Animal Care and Use Committee of China Agricultural University (Approval Number: SKLAB-2012-11).                                                                                                                      |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Clinical data

Policy information about [clinical studies](#)

All manuscripts should comply with the ICMJE [guidelines for publication of clinical research](#) and a completed [CONSORT checklist](#) must be included with all submissions.

Clinical trial registration

Study protocol

Data collection

Outcomes

## Dual use research of concern

Policy information about [dual use research of concern](#)

### Hazards

Could the accidental, deliberate or reckless misuse of agents or technologies generated in the work, or the application of information presented in the manuscript, pose a threat to:

| No                                  | Yes                      |                            |
|-------------------------------------|--------------------------|----------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> | Public health              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> | National security          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> | Crops and/or livestock     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> | Ecosystems                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> | Any other significant area |

### Experiments of concern

Does the work involve any of these experiments of concern:

| No                                  | Yes                      |                                                                             |
|-------------------------------------|--------------------------|-----------------------------------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> | Demonstrate how to render a vaccine ineffective                             |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> | Confer resistance to therapeutically useful antibiotics or antiviral agents |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> | Enhance the virulence of a pathogen or render a nonpathogen virulent        |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> | Increase transmissibility of a pathogen                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> | Alter the host range of a pathogen                                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> | Enable evasion of diagnostic/detection modalities                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> | Enable the weaponization of a biological agent or toxin                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> | Any other potentially harmful combination of experiments and agents         |

## Plants

Seed stocks

Novel plant genotypes

Authentication

## ChIP-seq

### Data deposition

- ☐ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☐ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

#### Data access links

May remain private before publication.

For "Initial submission" or "Revised version" documents, provide reviewer access links. For your "Final submission" document, provide a link to the deposited data.

#### Files in database submission

Provide a list of all files available in the database submission.

#### Genome browser session

(e.g. [UCSC](#))

Provide a link to an anonymized genome browser session for "Initial submission" and "Revised version" documents only, to enable peer review. Write "no longer applicable" for "Final submission" documents.

### Methodology

#### Replicates

Describe the experimental replicates, specifying number, type and replicate agreement.

#### Sequencing depth

Describe the sequencing depth for each experiment, providing the total number of reads, uniquely mapped reads, length of reads and whether they were paired- or single-end.

#### Antibodies

Describe the antibodies used for the ChIP-seq experiments; as applicable, provide supplier name, catalog number, clone name, and lot number.

#### Peak calling parameters

Specify the command line program and parameters used for read mapping and peak calling, including the ChIP, control and index files used.

#### Data quality

Describe the methods used to ensure data quality in full detail, including how many peaks are at FDR 5% and above 5-fold enrichment.

#### Software

Describe the software used to collect and analyze the ChIP-seq data. For custom code that has been deposited into a community repository, provide accession details.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

#### Sample preparation

mESCs were collected and resuspended in PBS.

#### Instrument

BD

#### Software

FlowJo\_V10

#### Cell population abundance

To analyze the MERV1+ cells, a minimum of 10-20K cells were collected during each measurement.

#### Gating strategy

The gates for GFP+ and tdTomato+ were drawn using wild type cells as controls.

- ☐ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

## Magnetic resonance imaging

### Experimental design

#### Design type

Indicate task or resting state; event-related or block design.

#### Design specifications

Specify the number of blocks, trials or experimental units per session and/or subject, and specify the length of each trial

Design specifications

*or block (if trials are blocked) and interval between trials.*

Behavioral performance measures

*State number and/or type of variables recorded (e.g. correct button press, response time) and what statistics were used to establish that the subjects were performing the task as expected (e.g. mean, range, and/or standard deviation across subjects).*

## Acquisition

Imaging type(s)

*Specify: functional, structural, diffusion, perfusion.*

Field strength

*Specify in Tesla*

Sequence &amp; imaging parameters

*Specify the pulse sequence type (gradient echo, spin echo, etc.), imaging type (EPI, spiral, etc.), field of view, matrix size, slice thickness, orientation and TE/TR/flip angle.*

Area of acquisition

*State whether a whole brain scan was used OR define the area of acquisition, describing how the region was determined.*

Diffusion MRI

☐ Used☐ Not used

## Preprocessing

Preprocessing software

*Provide detail on software version and revision number and on specific parameters (model/functions, brain extraction, segmentation, smoothing kernel size, etc.).*

Normalization

*If data were normalized/standardized, describe the approach(es): specify linear or non-linear and define image types used for transformation OR indicate that data were not normalized and explain rationale for lack of normalization.*

Normalization template

*Describe the template used for normalization/transformation, specifying subject space or group standardized space (e.g. original Talairach, MNI305, ICBM152) OR indicate that the data were not normalized.*

Noise and artifact removal

*Describe your procedure(s) for artifact and structured noise removal, specifying motion parameters, tissue signals and physiological signals (heart rate, respiration).*

Volume censoring

*Define your software and/or method and criteria for volume censoring, and state the extent of such censoring.*

## Statistical modeling & inference

Model type and settings

*Specify type (mass univariate, multivariate, RSA, predictive, etc.) and describe essential details of the model at the first and second levels (e.g. fixed, random or mixed effects; drift or auto-correlation).*

Effect(s) tested

*Define precise effect in terms of the task or stimulus conditions instead of psychological concepts and indicate whether ANOVA or factorial designs were used.*Specify type of analysis: ☐ Whole brain ☐ ROI-based ☐ Both

Statistic type for inference

*Specify voxel-wise or cluster-wise and report all relevant parameters for cluster-wise methods.*(See [Eklund et al. 2016](#))

Correction

*Describe the type of correction and how it is obtained for multiple comparisons (e.g. FWE, FDR, permutation or Monte Carlo).*

## Models & analysis

n/a | Involved in the study

☐☐ Functional and/or effective connectivity☐☐ Graph analysis☐☐ Multivariate modeling or predictive analysis

Functional and/or effective connectivity

*Report the measures of dependence used and the model details (e.g. Pearson correlation, partial correlation, mutual information).*

Graph analysis

*Report the dependent variable and connectivity measure, specifying weighted graph or binarized graph, subject- or group-level, and the global and/or node summaries used (e.g. clustering coefficient, efficiency, etc.).*

Multivariate modeling and predictive analysis

*Specify independent variables, features extraction and dimension reduction, model, training and evaluation metrics.*

How the deposited data were processed for this re-analysis (not part of the article)

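RNA-seq of mouse cells was analysed in 12 libraries, 3 in each of 4 groups: sorted tdTomato+ 2CLCs, sorted GFP+ mESCs, WT mESCs and Mdm2 KD mESCs. WT and Mdm2 KD mESCs are taken as unsorted, since neither the sample descriptions nor the paper names a sort for them. The legends call the replicates biological, the paper's statistics section speaks of 3 independent biological replicates, and the Mdm2 KD libraries are separate clones. The Reporting summary says that cell experiments were repeated independently, without naming RNA-seq there. For the other groups the sample descriptions give no culture or date, so p-values there measure the spread between samples. Groups were taken from the submitters' sample descriptions and never from values.

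The authors mapped the reads with HISAT2 and made the count values per gene with HTSeq 0.6.0, and these raw counts were used as deposited. The authors made the FPKM values from the same libraries, and the deposited FPKM values were used only for the medians of genes shared by both comparisons. The processing notes name mm10, but of 52135 Ensembl genes also in the GRCm38 annotation only 1506 had the same chromosome, start and end, and 51509 had the same span length, so no coordinate of the table is given here. Of 63627 lines in the table, 46 named no gene, held 0 counts (0% of all counts) and were left out. The remaining 63581 genes include 55416 with an Ensembl identifier. A symbol was missing for 9657 genes. Totals per library ran from 12057424 to 18680925 counts. No library was a copy of another of its group by a chi-square of their counts.

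Each comparison was fitted to its own 6 libraries in edgeR 4.0.16 under R 4.3.3: filterByExpr (minimum count 10, minimum total 15), TMM scaling, the quasi-likelihood test with a prior count of 0.125 and Benjamini-Hochberg adjustment at 0.05. Counts of genes are also given at the study's thresholds, an absolute log2 fold change over 2 and an unadjusted p under 0.05. Standard errors are the log2 fold change divided by the square root of the quasi-likelihood F. Comparisons were tdTomato+ against GFP+, Mdm2 KD against WT, and GFP+ against WT, which the paper does not report. A fold against a group without counts is a lower bound against 3 counts. Gene lists were tested with camera (limma 3.58.1) at a preset correlation of 0.01, and again with an estimated correlation.

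The 20 lists were written from textbook knowledge and the paper before the data were examined: 2C and ZGA genes, naive pluripotency genes, spliceosome genes, S phase genes, G2/M genes, p53 target genes, PRC2 subunits, screen candidates, feeder fibroblast markers, primitive endoderm, trophectoderm, formative and primed epiblast, mesendoderm and neuroectoderm markers, germ line genes, glycolysis genes, integrated stress response genes, dissociation and sort stress genes, cytosolic ribosomal proteins and mitochondrially encoded genes. Genes are named by a rule also set before the data were examined. It takes the genes that the paper's RNA-seq text and figures or its RT-qPCR name, with Mdm2, Trp53, Cdkn1a, Suz12, Eed, Ezh2 and the 18 screen candidates. It adds, per comparison, the 10 largest rises and 10 largest falls at an adjusted p under 0.05 with at least 5 CPM in the higher group and groups that do not overlap, and the 4 members of each list with the lowest p. Predicted and assembled names were left out of the largest changes: 988 of 2218 rises and 103 of 1607 falls in tdTomato+ against GFP+, 787 of 4178 and 129 of 4070 in Mdm2 KD against WT, and 332 of 4876 and 161 of 4795 in GFP+ against WT. Levels scaled over all 12 libraries are said to be so.

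Alternatives set before the data were examined were no filter on low counts, DESeq2 size factors, library size only, DESeq2 1.42.0, edgeR's exact test with and without the filter, all 4 groups in 1 fit, the replicate number as a block, each library left out in turn, a fold change over 2, an adjusted p at the study's fold, 2CLCs against WT mESCs, an estimated correlation, and fgsea 1.28.0. Ensembl genes only, Mdm2 KD against GFP+ mESCs, and the counts and lists of 2CLCs against WT mESCs were chosen after seeing the data. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.

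The test was checked on simulated data with 50 genes changed at each of 4 folds. At folds of 4, 2, 0.5 and 0.25 it found 37, 3, 8 and 25 of 50 in data like tdTomato+ against GFP+, 47, 34, 28 and 45 in data like Mdm2 KD against WT, and 50, 43, 41 and 50 in data like GFP+ against WT. Unchanged genes made up 12.05%, 3.145% and 5.641% of the calls. The screen, Western blots, RT-qPCR, flow cytometry and CUT&Tag were not analysed here.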

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

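All tests of causes in this part were written after the result was seen, except the tests of a mixture of GFP+ and tdTomato+ cells and of the depth of tdTomato+ replicate 2.

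S phase and spliceosome genes were higher in Mdm2 KD than in WT mESCs and lower than in GFP+ mESCs. With an estimated correlation, the adjusted p from camera for both lists was 0.8028 against WT and 0.668 against GFP+ mESCs. Other cells in the WT culture could account for the gap between GFP+ and WT mESCs, since the medians of feeder, trophectoderm, primitive endoderm and mesendoderm markers were all at -0.99 or below in GFP+ against WT mESCs. Of these lists, only feeder markers had a negative median in Mdm2 KD against WT mESCs (-2.08). The medians of trophectoderm, mesendoderm and primitive endoderm markers were 0.79, 0.48 and 0.21. Of the primitive endoderm markers 5 rose and 7 fell, and of the mesendoderm markers 2 rose and 3 fell. These 2 lists therefore do not point in 1 direction. Trophectoderm markers also had a median of 1.62 in tdTomato+ against GFP+ cells, so their rise cannot decide the question. The explanation stays open for the Mdm2 KD libraries. Scaling was argued against for S phase genes, whose median nearest to 0 over both other scalings and both references was -0.4684. For spliceosome genes the same value was -0.138, with an interquartile range that reaches past 0 (-0.34 to 0.042), so scaling stays open there.

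2C genes of the Mdm2 KD libraries lay at a median of 26.54%, 42.68% and 51.75% of their level in sorted tdTomato+ cells above GFP+ mESCs in clones 15, 19 and 21, scaled over all 12 libraries. The comparison with flow cytometry rests on the Mdm2 KD libraries being unsorted, which no source states. The paper's flow cytometry gave 1.8% to 5.44% tdTomato+ cells, and 4 times the highest share (21.76%) is passed by clones 19 and 21, while the interquartile range of clone 15 (21.55% to 29.5%) includes it. Genes lower in tdTomato+ cells implied shares of 73.4%, 97.43% and 98.69%, at least 46.86 percentage points higher. A mixture of the sorted GFP+ and tdTomato+ cells alone would not give this. The shares take sorted GFP+ mESCs as the zero point, and none was given for WT mESCs. S phase and naive pluripotency genes had medians of 1.09 and 0.89 in GFP+ against WT mESCs. In tdTomato+ against GFP+ cells their medians were -0.62 and -0.62. The test therefore cannot decide on a mixture within an unsorted culture. Reads shared between near-identical copies stay open, and no test of them is given here. It stays open which cells of the clones carried these transcripts.

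tdTomato+ replicate 2 stood apart from replicates 1 and 3. Feeder cells in that library could account for its feeder markers, 2.687 higher on the log2 scale (scaled over all 12 libraries), and stay open, though the sort would remove feeder cells. Depth is argued against, since replicates 1 and 3 thinned to the same depth still correlated better with each other by 0.0725. Another culture or an exchanged sample stays open: replicates 1 and 3 had a Spearman correlation of at least 0.9633 with every Mdm2 KD library and of 0.9055 and 0.912 with replicate 2. The median of 45 2C and ZGA genes in replicate 2 was 0.91 above replicates 1 and 3 on the same log2 scale. That goes with its tdTomato+ label and does not test the labels of replicates 1 and 3.

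Assembled loci, which the paper does not describe, made up 1128 of the genes higher in tdTomato+ than in GFP+ cells. In Mdm2 KD against WT mESCs, 1055 assembled loci were higher. GFP+ and WT mESCs, which the paper does not compare, differed at 5985 higher and 6271 lower genes. Feeder fibroblast markers had a median of -2.084 in Mdm2 KD against WT mESCs. Integrated stress response genes had a median of -1.383 in the same comparison, and of 0.030 in Mdm2 KD against GFP+ mESCs.

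The 6 libraries of a comparison can be split in 10 ways, too few for a share under 0.05. For every count of genes and both overlaps, only 1 of 10 splits, the real grouping, gave a result as large. Each other split puts libraries of both groups in each arm. A difference between the groups from any source then widens the spread and lowers the count. The low counts of other splits therefore do not show where a difference comes from. In tdTomato+ against GFP+ the highest other split gave 0 genes by the adjusted p, where the real grouping gave 3139 and 1770, and 91 at the study's thresholds, where it gave 2215 and 196. In Mdm2 KD against WT the highest other split gave 0 and 4, where the real grouping gave 5769 and 4795, and 1813 and 841. The highest other overlap was 1 in either direction, against 1472 and 8. In GFP+ against WT it gave 0 and 2, where the real grouping gave 5985 and 6271, and 460 and 1202. For the number of lists that passed, the real groupings gave 9, 8 and 12 and the highest other split 11 in each comparison, and 4, 7 and 1 of 10 splits gave as many.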

How the results depend on the processing

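The settings on Ensembl genes only, on Mdm2 KD against GFP+ mESCs, and on the counts and lists of 2CLCs against WT mESCs are tests chosen only after the results were seen. Of the values of the main results under the settings planned before, 331 stayed the same, 43 moved, 12 became stronger and 18 weaker. A count is taken as the same within 1.5 times. Of those of named genes, 1833 stayed the same, 20 became stronger, 42 weaker and 3 reversed.

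With no filter on low counts, the study's thresholds gave 4730 genes higher and 308 lower in tdTomato+ cells, 4047 higher and 1467 lower in Mdm2 KD mESCs, and 2833 and 22 in both, with r = 0.5705 across genes. Genes lower in tdTomato+ cells by the adjusted p were 1130. DESeq2 gave 4162 and 326 in tdTomato+ cells, 3275 higher in Mdm2 KD mESCs, 2477 and 20 in both, and r = 0.5907. The exact test with no filter gave 4316 and 397, 3734 and 1385, and 2710 and 32. A fold change over 2 gave 914 lower in tdTomato+ cells, 3208 and 2453 in Mdm2 KD mESCs and 94 lower in both. With all 4 groups in 1 fit, 3399 genes were lower in tdTomato+ cells by the adjusted p and 297 at the study's thresholds, 35 were lower in both, r was 0.7847, and naive pluripotency genes in Mdm2 KD against WT had an adjusted p = 0.05219 from camera on the edgeR fit. Genes lower in both were 11 with library size only and 5 with an adjusted p at the study's fold. With 2CLCs against WT mESCs, 372 were lower in both and r was 0.9658, with a covariance of 4.964. Unchanged groups simulated with a shared WT control, and with no difference between cultures, gave r = 0.3506 (0.3396 to 0.3662 in 10 simulations) and a covariance of 0.03296. Independent lists would share 12.0 genes lower in both with no filter (Fisher's exact test, one-sided, p = 0.00493), 10.49 with DESeq2 (p = 0.004786), 14.97 with the exact test and no filter (p = 5.277e-05), 5.338 with library size only (p = 0.01826), 102.9 with a fold change over 2 (p = 0.8451) and 4.456 with the adjusted p (p = 0.4615).

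With a replicate block, 1004 genes were lower in tdTomato+ cells by the adjusted p and 16 lower in both, where independent lists would share 6.704 (Fisher's exact test, one-sided, p = 0.001144). Libraries with the same number did not pair: their deviations correlated at -0.031 to 0.0756, and not every library matched its own number best.

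Leaving out each library in turn gave 1745 to 5962 genes higher and 582 to 5031 lower in tdTomato+ cells by the adjusted p, and 179 to 485 lower at the study's thresholds. It gave 5 to 118 genes lower in both and r from 0.7779 to 0.8282. The camera p of the genes lower in tdTomato+ cells in the Mdm2 KD comparison ran from 1.783e-18 to 0.1327, and that of p53 target genes in tdTomato+ cells from 0.004891 to 0.06333 (adjusted, edgeR fit). The log2 fold change of Eed in tdTomato+ cells ran from -0.2775 to 0.0671, positive only without tdTomato+ replicate 2. In Mdm2 KD mESCs that of Pou5f1 ran from -0.065 to 0.4061 and that of Klf2 from -0.089 to 0.2357, both negative only without Mdm2 KD replicate 1.

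With an estimated correlation, no list of these 2 comparisons stayed under 0.05. In Mdm2 KD against WT the adjusted p from camera on the edgeR fit was 0.2963 for 2C and ZGA genes, 0.6877 for naive pluripotency and for G2/M genes, and 0.8028 for spliceosome and for S phase genes. In tdTomato+ against GFP+ it was 0.1353 for 2C and ZGA genes, 0.2813 for naive pluripotency, 0.119 for spliceosome, 0.1023 for S phase and 0.5315 for p53 target genes. For the genes lower in tdTomato+ cells, as a set in the Mdm2 KD comparison, the unadjusted value was 0.5958.

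With Ensembl genes only, 2011 genes were higher in tdTomato+ cells by the adjusted p and 1093 at the study's thresholds, 886 in Mdm2 KD mESCs and 627 in both, with r = 0.656. With Mdm2 KD against GFP+ mESCs, 216 genes were lower at the study's thresholds, and the direction turned for naive pluripotency (adjusted p = 0.007355), spliceosome (2.841e-04) and S phase genes (1.66e-10), while G2/M genes did not pass (0.7201, all from camera on the edgeR fit). For the 3 lists that turned, the adjusted p was 0.668 with an estimated correlation. With 2CLCs against WT mESCs, 2908 genes were lower by the adjusted p and 587 at the study's thresholds. The direction turned for spliceosome (adjusted p = 0.003419) and S phase genes (0.001751), G2/M genes passed (1.83e-09), and naive pluripotency (0.4439) and p53 target genes (0.3129, camera on the edgeR fit) did not. With an estimated correlation the adjusted p was 0.2532 for spliceosome and for S phase genes and 0.1297 for G2/M genes.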

Differences from the paper's values

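In this part the comparisons of Mdm2 KD against GFP+ mESCs, and the lists of 2CLCs against WT mESCs, are tests chosen after seeing the values. A value is said to differ from the paper's where one is over 1.5 times the other and, for medians and folds, where they also lie further apart than the SD here (of library medians or clones) and the paper's SD. A lower bound differs where it is over 1.5 times the paper's fold. So a value that does not differ can still lie away from the paper's.

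The paper's text gives 43 genes higher and 46 lower in both Mdm2 KD mESCs and 2CLCs, and the counts here were 1472 and 8. For the genes higher in both, all 23 alternatives differ from the paper's value. For those lower in both, 21 differ, and the exact test with no filter (32) and all 4 groups in 1 fit (35), set before the data were examined, do not. All 6 pairwise comparisons of the groups were tried once after seeing the values, and none gave 43 and 46. The paper's Venn diagram (Supplementary Fig. 4d, the sum of both parts of a circle, read by eye) gives about 1200 genes higher in Mdm2 KD mESCs, against 1813 here, and all 16 alternatives differ. It gives about 1200 genes lower in 2CLCs, against 196 here. A fold change over 2, set before the data were examined, gives 914 and does not differ, and the other 15 alternatives do.

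The paper's medians of log2(FPKM + 1), read by eye from the box plots (Supplementary Fig. 4e), are about 0.57 in Mdm2 KD and about 0.14 in WT mESCs for the genes higher in both, against 1.655 and 0.03519 here, and all 22 alternatives differ. For the genes lower in both, the paper's is about 0.42 in Mdm2 KD mESCs, against 0.1665 here. Of the alternatives, 16 differ and 6 set before the data were examined do not: the replicate block (0.3495), 2CLCs against WT (0.4932), and leaving out tdTomato+ replicate 2 (0.3927) or GFP+ replicate 1 (0.2362, where the SD of library medians is 0.2529), 2 or 3 (both 0.4122).

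RT-qPCR folds of Mdm2 KD over WT mESCs in the paper's source data are set beside RNA-seq folds here, and the assays differ. The RNA-seq folds come from a TMM scaling separate from that of the tests. The paper's folds (SD of clone means) are 5.28 (3.29) for Dux, 6.41 (4.86) for Zscan4, 3.38 (1.31) for Gm4340 and 7.09 (3.32) for Tcstv3, against 29.05, 267.6, 142.5 and 485.5 here. With 2 WT counts, the counting interval of Tcstv3 is 128.9 to 3860, with 5 that of Dux is 11.56 to 86.31, and with 21 that of Gm4340 is 94.73 to 234.7. Without WT replicate 1 the folds of Dux, Gm4340 and Tcstv3 were 19.2, 261.5 and 321.1. The fold of Tcstv3 was 323.9 without WT replicate 3 and at least 196.3 without WT replicate 2. The paper's are 0.524 (0.274) for Rex1, 0.551 (0.0869) for Sox2, 0.332 (0.176) for Klf4, 0.247 (0.124) for Tcl1, 0.108 (0.0597) for Tbx3, 0.337 (0.0608) for Esrrb and 0.462 (0.067) for Klf2, against 1.08, 0.8832, 0.8352, 0.7484, 1.256, 1.541 and 1.041 here. For each of these genes all 8 alternatives differ. For Oct4 and Nanog, also measured by RT-qPCR and at 1.123 and 1.421 here, 0 of the 8 alternatives differ.

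The paper reports spliceosome and cell cycle sets as lower in Mdm2 KD mESCs by GSEA and does not list their members. The lists here were written separately and can differ from those sets. Their medians against WT mESCs were 0.3926 for spliceosome, 0.5047 for S phase and 0.684 for G2/M genes. The normalized enrichment scores from fgsea were 2.093, 1.988 and 2.365 for the same lists. The paper reports the cell cycle set as lower in 2CLCs. Against GFP+ mESCs the medians here were -0.6236 for S phase and 0.2183 for G2/M genes, and against WT mESCs, chosen after seeing the values, 0.47 and 0.74. The paper's heatmap gives lower pluripotency genes in Mdm2 KD mESCs, where here 6 of 18 were higher and 2 lower than in WT mESCs. Mdm2 KD against GFP+ mESCs, chosen after seeing the values, reaches the paper's direction for the spliceosome (median -0.2599) and S phase genes (-0.5869) and for 16 of the 18 pluripotency genes. It does not reach it for G2/M genes (median 0.045, adjusted p = 0.7201 from camera on the edgeR fit).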

Other observations

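Of the tests in this part, the comparisons of Mdm2 KD mESCs with tdTomato+ cells and with GFP+ mESCs were chosen only after the results were seen.

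In tdTomato+ cells, Dhx16, a helicase that acts before the first splicing step, and Alyref, an mRNA export adaptor, fell by 0.75 (standard error 0.0831, adjusted p = 0.00234) and 0.97 (standard error 0.1265, adjusted p = 0.00328) on the log2 scale against GFP+ mESCs in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of 118 spliceosome genes, 27 fell, 5 rose and 86 did not pass (27 and 5 when adjusted over the list alone), with a median of -0.27, an adjusted p = 2.36e-05 from camera, and an adjusted p = 0.119 with an estimated correlation. Trp53 fell by 1.01 (standard error 0.1498, adjusted p = 0.00483), and its targets Cdkn1a by 0.96 and Ei24, a gene of the endoplasmic reticulum, by 0.95. Of 39 p53 target genes, 11 fell and 5 rose (11 and 5 when adjusted over the list alone), with a median of -0.094, an adjusted p = 0.0301 from camera on the edgeR fit, and an adjusted p = 0.5315 with an estimated correlation. With each library left out in turn, the adjusted p of p53 target genes from camera ran from 0.004891 to 0.06333. Pdk1 and Ldha, enzymes that turn pyruvate away from mitochondria, fell by 1.48 and 1.00. Of 21 glycolysis genes, 7 fell and 2 rose (7 and 2 when adjusted over the list alone), with a median of -0.42, an adjusted p = 0.00477 from camera, and an adjusted p = 0.556 with an estimated correlation.

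Among the sorted libraries, keratin genes of simple epithelia were high only in tdTomato+ replicates 1 and 3: Krt8 was at 304, 8.74 and 420 CPM and Krt18 at 228, 3.775 and 314.5 CPM in replicates 1, 2 and 3, and at 2.94 to 3.20 CPM for Krt8 in GFP+ mESCs. Krt8 was also high in the cells taken as unsorted, at 167 to 193.9 CPM in WT and 234.1 to 417.9 CPM in Mdm2 KD mESCs (all keratin levels scaled over all 12 libraries). Of 15 trophectoderm markers 5 rose (8 when adjusted over the list alone), with a median of 1.62 and an adjusted p = 0.0696 from camera on the edgeR fit. Of 18 primitive endoderm markers 5 rose, Sox17 among them by 3.79, and 1 fell (5 and 1 when adjusted over the list alone), with a median of 1.45, an adjusted p = 0.0494 from camera, and an adjusted p = 0.556 with an estimated correlation. Of 17 dissociation and sort stress genes 9 rose and 2 fell (9 and 3 when adjusted over the list alone), with a median of 1.02 and an adjusted p = 0.1355 from camera on the edgeR fit. The heat shock genes Hspa1a and Hspa1b rose by 5.45 and 3.64. Among germ line genes, 6 of 21 rose and 1 fell (6 and 1 when adjusted over the list alone). Sycp1, of the synaptonemal complex, rose by 2.02 and Hormad1, of meiotic chromosome axes, fell by 2.38, and the list had an adjusted p = 0.0726 from camera on the edgeR fit. Cytosolic ribosomal protein genes had a median of -0.17 with 1 of 53 higher and 1 lower (1 and 1 when adjusted over the list alone), an adjusted p = 0.00851 from camera, and an adjusted p = 0.7425 with an estimated correlation. The PRC2 subunits (median -0.17), screen candidates (-0.066), integrated stress response genes (0.14), mesendoderm (0.68), neuroectoderm (0.14) and feeder markers (0.43) and mitochondrially encoded genes (0.075) had adjusted p-values of 0.3999 or more from camera on the edgeR fit.

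In Mdm2 KD mESCs, Nupr1, Chac1 and Slc7a11, targets of the stress factor ATF4, fell by 3.28, 3.32 and 5.24 on the log2 scale against WT mESCs. Nupr1 was at 13.5 ± 0.913 CPM in Mdm2 KD and 131 ± 5.32 CPM in WT mESCs (SD, n = 3). Of 18 integrated stress response genes, 15 fell and 1 rose (16 and 1 when adjusted over the list alone), with an adjusted p = 3.03e-10 from camera, and an adjusted p = 0.2753 with an estimated correlation. All 25 feeder fibroblast markers fell too against WT mESCs (median -2.08), and whether both falls share a cause was not tested. Against GFP+ mESCs, 4 of the 18 integrated stress response genes rose and 3 fell (4 and 3 when adjusted over the list alone). Their median was 0.030, with an adjusted p = 0.7201 from camera on the edgeR fit. Hand1 and Tfap2c, transcription factors of trophoblast, rose by 2.30 and 1.22. Of 19 trophectoderm markers 13 rose (13 when adjusted over the list alone), with an adjusted p = 0.0224 from camera, and an adjusted p = 0.8028 with an estimated correlation. The Polycomb genes Suz12, Jarid2 and Epop rose by 0.57, 1.10 and 1.32. Of 12 PRC2 subunits 7 rose (7 when adjusted over the list alone), with a median of 0.29 and an adjusted p = 0.162 from camera on the edgeR fit. Of 14 screen candidates tested, 5 rose and 1 fell (5 and 1 when adjusted over the list alone). Of 22 germ line genes 11 rose and 1 fell (11 and 1 when adjusted over the list alone), with a median of 0.61 and an adjusted p = 0.121 from camera on the edgeR fit.

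The medians of the other lists in Mdm2 KD against WT mESCs were 0.21 for primitive endoderm, 0.36 for formative and primed epiblast, 0.48 for mesendoderm and 0.38 for neuroectoderm markers, -0.16 for glycolysis genes, -0.098 for dissociation and sort stress genes, -0.042 for cytosolic ribosomal proteins and 0.63 for mitochondrially encoded genes. Their adjusted p-values from camera on the edgeR fit were 0.275 or more.

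GFP+ and WT mESCs differed in genes of other cell types. Krt8 and Krt18 were lower in GFP+ mESCs by 5.86 (standard error 0.0909, adjusted p = 8.46e-16) and 6.22, and Xist, the RNA of X inactivation, by 5.35, in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. H19, an imprinted RNA, was lower by 5.48. Dnmt3a, a DNA methyltransferase, was higher by 2.56, Uhrf1 by 1.87 and the splicing factor Prpf8 by 1.46. Higher in GFP+ mESCs were 44 of 46 S phase, 97 of 118 spliceosome, 51 of 55 G2/M, 30 of 36 naive pluripotency, 22 of 25 2C and ZGA, and 12 of 19 formative and primed epiblast genes (the same counts when adjusted over the list alone). Their medians were 1.09, 0.60, 0.59, 0.89, 2.28 and 1.225, and their adjusted p-values 2.56e-24, 4.88e-15, 1.22e-11, 5.85e-11, 5.84e-04 and 1.38e-05 from camera on the edgeR fit. With an estimated correlation they were 0.1219, 0.0653, 0.180, 0.180, 0.342 and 0.0653. Lower were 24 of 25 feeder fibroblast, 15 of 19 trophectoderm, 14 of 18 integrated stress response, 12 of 17 primitive endoderm, and 12 of 17 dissociation and sort stress genes (the same counts when adjusted over the list alone). Their medians were -1.50, -1.51, -2.00, -0.99 and -0.77, and their adjusted p-values 4.53e-08, 3.215e-10, 2.54e-11, 0.02615 and 3.3e-04 from camera on the edgeR fit. With an estimated correlation they were 0.342, 0.0215, 0.0215, 0.334 and 0.0653. Of 12 PRC2 subunits, 6 were higher and 3 lower (6 and 3 when adjusted over the list alone), with a median of 0.21, an adjusted p = 0.0356 from camera on the edgeR fit, and an adjusted p = 0.434 with an estimated correlation. The other 8 lists had adjusted p-values of 0.1284 or more from camera on the edgeR fit.

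With library size only, the median of all genes moved by -0.117 in GFP+ against WT and by 0.126 in Mdm2 KD against GFP+ mESCs, where the share of calls that were higher went from 54.1% to 65.7%. Between Mdm2 KD mESCs and tdTomato+ cells, edgeR's quasi-likelihood test called 0 of 18739 genes in either direction, with 567 higher and 1376 lower at an unadjusted p under 0.05. The exact test called 15 and 22, DESeq2 36 and 111, and the quasi-likelihood test without tdTomato+ replicate 2 called 36 and 15. Of 45 2C and ZGA genes, 0 passed over all genes and 26 were lower in Mdm2 KD mESCs when adjusted over the list alone, with a median of -1.19, an adjusted p = 1.04e-29 from camera on the edgeR fit, and an adjusted p = 0.672 with an estimated correlation.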
